# Multi-omic profiling to assess the effect of iron starvation in *Streptococcus pneumoniae* TIGR4

**DOI:** 10.7717/peerj.4966

**Published:** 2018-06-13

**Authors:** Irene Jiménez-Munguía, Mónica Calderón-Santiago, Antonio Rodríguez-Franco, Feliciano Priego-Capote, Manuel J. Rodríguez-Ortega

**Keywords:** Transcriptomics, Proteomics, Metabolomics, Iron deprivation, Pneumococcus, Omics

## Abstract

We applied multi-omics approaches (transcriptomics, proteomics and metabolomics) to study the effect of iron starvation on the Gram-positive human pathogen *Streptococcus pneumoniae* to elucidate global changes in the bacterium in a condition similar to what can be found in the host during an infectious episode. We treated the reference strain TIGR4 with the iron chelator deferoxamine mesylate. DNA microarrays revealed changes in the expression of operons involved in multiple biological processes, with a prevalence of genes coding for ion binding proteins. We also studied the changes in protein abundance by 2-DE followed by MALDI-TOF/TOF analysis of total cell extracts and secretome fractions. The main proteomic changes were found in proteins related to the primary and amino sugar metabolism, especially in enzymes with divalent cations as cofactors. Finally, the metabolomic analysis of intracellular metabolites showed altered levels of amino sugars involved in the cell wall peptidoglycan metabolism. This work shows the utility of multi-perspective studies that can provide complementary results for the comprehension of how a given condition can influence global physiological changes in microorganisms.

## Introduction

Bacteria need a plethora of factors for optimal growth, with iron being an essential micronutrient. Within the human body, the free concentration of this element is approximately 10^−18^ M (Yang et al., 2014), which is too low to hold a growth capable of supporting bacterial infections. The low concentrations of free iron within the host are due to the scavenging of this element by different high-affinity proteins (e.g., transferrin, lactoferrin, haemoglobin, etc.) (Froehlich, Bates & Scott, 2009). Therefore, in order to survive in the host, pathogens need to develop special strategies to uptake the minimum amount that they require of such a nutrient (Nanduri et al., 2008), such as the direct extraction of this metal cation from host iron-containing proteins, or by capturing ferric-binding siderophores from host environments via ABC transporters (Ge & Sun, 2014). Moreover, the capacity of bacterial pathogens for iron acquisition itself represents an important virulence determinant (Kanaujia et al., 2015). In addition, pathogens can also modify their energetic metabolism to adapt to the environmental situation within the host.

*Streptococcus pneumoniae*, also known as the pneumococcus, is a Gram-positive microorganism that lives as a commensal in the human respiratory tract and that, under appropriate circumstances, becomes pathogenic, being able to cause high morbidity and mortality (Blasi et al., 2012; Olaya-Abril et al., 2014b). This bacterium is a major cause of mucosal diseases such as otitis media and sinusitis, and is a prevalent pathogen in different invasive diseases including pneumonia, bacteremia, meningitis, and sepsis (O’Brien et al., 2009). Pneumococcal pneumonia, which is the major clinical manifestation of pneumococcal infections, affects mainly young children and the elderly although all age groups may be affected. It has been estimated that almost one million children die every year because of pneumococcal diseases, with >90% of these deaths occurring in developing countries (Johnson et al., 2010). Pneumococcal infections also represent a high burden of disease in adults of developed countries. Actually, around 25,000 deaths are registered every year in the United States in adults >50 years of age, and in European countries the pneumococcus also causes significant mortality and morbidity (Olaya-Abril et al., 2013; Weycker et al., 2010). Therefore, understanding the basics of host-pathogen interactions is critical to effectively fight against infections.

In the context of systems biology, the use of massive analysis platforms is highly valuable to understand biological processes (Fondi & Lio, 2015; Kohlstedt et al., 2014). However, single-omic datasets, although powerful, offer a partial view of a biological system (Grady et al., 2017). Studying the responses of any biological system to a given condition using transcriptomics, proteomics and/or metabolomics can greatly help to elucidate the global adaptation to such a condition, i.e., stress, pathological status, nutrient availability/limitation, etc (Dall’Agnol et al., 2014; Feng et al., 2011; Fu et al., 2013; Yang et al., 2012). To this regard, we have approached from the in vitro bacterial culture to what it should actually occur in vivo, mimicking the iron restriction in order to describe the global changes that the pneumococcus undergoes and, therefore, to understand mechanisms of adaptation when it infects the host. To this end, we have studied the responses of the reference pneumococcal strain TIGR4 in an iron-deprived medium, at three different –omic levels: transcriptomics, proteomics and metabolomics. We have identified sets of genes, proteins and metabolites that are differentially expressed/synthesized under the studied nutrient restriction.

## Materials and Methods

### Bacterial strains and culture conditions

*S. pneumoniae* TIGR4 was grown without agitation at 37 °C in air with 5% CO_2_ in Todd Hewitt Broth (THB) until mid-exponential phase (OD_600_ = 0.3), and kept at −80 °C with 20% glycerol. Three different biological replicates were made for proteomics and metabolomics experiments, and four replicates for transcriptomics (20 mL, 100 mL, and 200 mL cultures to perform transcriptomics, metabolomics, and proteomics experiments, respectively). Each set of replicates was standardised by inoculum, using starter cultures from glycerol-kept vials, in order to prepare the standard inoculum that was further added to the different biological replicates for each “ome” extraction. Iron-depleted cultures were prepared by adding deferoxamine (DFO) mesylate salt (Sigma) dissolved in water, at 100 µM, according to the dose used for this chelator in other works for the pneumococcus (Trappetti et al., 2011).

### Protein extracts

Total cellular proteins and secreted proteins were obtained as described (Mitsuwan et al., 2017). Briefly, to obtain cellular proteins, pellets were washed three times in sterile phosphate buffered saline (PBS) pH 7.4. Bacterial cell wall was digested at 37 °C with top-down agitation by adding 100 U mutanolysin (Sigma–Aldrich, St. Louis, MO, USA). Protoplasts were resuspended in 4 mL of rehydration buffer (7 M urea, 2 M thiourea, 4% CHAPS, 0.5% Triton X-100, 0.005% bromophenol blue, 0.5% Bio-lyte 3–10 ampholytes (Bio-Rad, Hercules, CA, USA)) and disrupted by sonication (6 cycles; 20-s pulses, 90% amplitude). Proteins were recovered by centrifugation (5,000× g, 7 min), dialyzed and concentrated using a centrifugal filter device (Amicon Ultra15, 10 kDa; Millipore, Burlington, MA, USA). To obtain secretome fractions, proteins were precipitated from the supernatants with 10% trichloroacetic acid, after removing cell debris through filter devices (0.22 µm, Millipore, Burlington, MA, USA). Protein pellets were washed twice with 1 mL of ice-cold absolute ethanol. Finally, proteins were air-dried and resuspended in 500 µL of rehydration buffer.

### Two-dimensional polyacrylamide gel electrophoresis and image analysis

Protein samples were cleaned using the 2-D clean up kit (Life Sciences, Marlborough, MA, USA) according to manufacturer’s instructions. Proteins were resuspended in 200 µL of rehydration buffer and quantified by the Bradford method (Bradford, 1976). Five hundred µg of protein were subjected to isoelectric focusing (IEF) on 18 cm Immobiline DryStrips immobilized pH gradient (IPG) gel strips (4–7 pH linear gradient (Life Sciences, Marlborough, MA, USA)). The strips were loaded onto a Bio-Rad Protean IEF Cell system (Bio Rad, Hercules, CA, USA), and IEF was performed at 20 °C using the following conditions: 2 h of passive rehydration, 50 V for 10 h followed by a voltage-ramp (250 V for 15 min; 500 V for 30 min; 1,000 V for 1 h; 2,000 V for 1 h; 5,000 V for 1 h; 8,000 V for 2 h); finally, proteins were focused on 70,000 Vh. Before the second dimension, the IPG strips were first soaked for 15 min in equilibration solution (50 mM Tris- HCl buffer, pH 8.8, 6 M urea, 30% v/v glycerol, 2% SDS, and bromophenol blue traces) containing 2.5 mg/mL DTT, and subsequently soaked for 15 min in equilibration solution containing 45 mg/mL iodoacetamide. The second dimension was performed on 12% polyacrylamide gels, using the Protean plus Dodeca Cell system (Bio-Rad, Hercules, CA, USA). Gels were run at 90 V until the dye reached the bottom. Then, gels were stained with brilliant blue G-colloidal solution (Sigma-Aldrich, St. Louis, MO, USA) according to manufacturer’s instructions. Gels were scanned with a GS-800 densitometer (Bio-Rad, Hercules, CA, USA). Digitized images were analyzed with PD-Quest v8.1.0 (Bio-Rad, Hercules, CA, USA). Two analytical gels were made per sample (i.e., biological replicate and protein extraction). Consistent spots were considered as those whose presence remained constant at the three biological replicates. Spots showing a consistent change in the intensity value of at least twofold were included in the quantitative analysis.

### Protein identification by MALDI-TOF/TOF MS/MS

Spots excision, protein digestion, peptide desalting and mass spectrometry analysis were performed as already described by our group (Mitsuwan et al., 2017) with slight modifications: after mass spectra acquisition using a MALDI-TOF/TOF (4800 Proteomics Analyzer, Applied Biosystems, Foster City, CA, USA) mass spectrometer in the m/z range 800 to 4,000, Mascot 2.0 search engine (Matrix Science Ltd., London, UK) was used for protein identification running on GPS Explorer™ software v3.5 (Applied Biosystems, Foster City, CA, USA) over the National Center for Biotechnology Information (NCBI) protein database (updated monthly). Search setting allowed one missed cleavage with the selected trypsin enzyme, *Streptococcus pneumoniae* for taxonomy restrictions, cysteine carbamidomethylation as a fixed modification, methionine oxidation as a variable modification, a MS/MS fragment tolerance of 0.2 Da, and a precursor mass tolerance of 10 ppm. Identifications with a Mascot score >70 (*p*-value <0.05) were considered as significant.

### Inductively coupled plasma-mass spectrometry (ICP-MS) analysis

Iron concentration in THB medium was determined by ICP-MS. Five ml aliquots of samples were chemically digested with 2 mL concentrated nitric acid on a hot plate with a heating ramp of 20 °C until reaching 130 °C, maintaining this temperature for 2 hours. High purity deionized water was added to the digested samples to a final volume of 25 mL. Rh-solution was added as internal standard (final concentration of 10 µg/L). The isotope ^56^Fe and the internal standard were analyzed with a NexION 350X instrument (PerkinElmer, Waltham, MA, USA), equipped with a PFA concentric microFlow nebulizer and a cyclonic PFA spray chamber, and operated at 1,600 W in He collision mode. Results were expressed as µg of Fe per liter of culture.

### RNA isolation

Cells resuspended in 1 mL of Tri-Reagent (Sigma–Aldrich, St. Louis, MO, USA) were disrupted by vortexing (20 min) with 0.5 g of glass beads (Sigma–Aldrich, St. Louis, MO, USA). After recovering the supernatant by centrifugation (1 min, 12,000× g, 4 °C), 200 µL of chloroform were added. Samples were centrifuged again (12,000× g for 15 min; 4 °C) and 500 µL of ice-cold isopropanol were added. After 15 min incubation (4 °C), samples were centrifuged (30 min, 12,000× g, 4 °C) and washed with 500 µL of 70% ice-cold ethanol. RNA was air-dried and resuspended in 40 µL of distilled water previously treated with 1% of diethylpyrocarbonate (DEPC). Samples were treated with DNAse (Ambion, Austin, TX, USA) according to manufacturer’s instructions.

### RNA amplification, labeling and hybridization to DNA microarrays

RNA quality was assessed using a TapeStation (Agilent Technologies, Santa Clara, CA, USA). The RNA integrity number (RIN) ranged between 7.0 and 9.2. Samples with RIN >7 were considered for analysis. RNA concentration and dye incorporation were measured using a UV–VIS spectrophotometer (Nanodrop 1000, Agilent Technologies, Santa Clara, CA, USA). Hybridization to custom 8 × 15 K Gene Expression Microarrays (ID 044371, Agilent Technologies, Santa Clara, CA, USA) containing the whole genome of *S. pneumoniae* TIGR4 was conducted following manufacturer’s protocol using a two-color (Cy3 and Cy5) Microarray-Based Gene Expression Analysis (v. 6.5, Agilent Technologies, Santa Clara, CA, USA). Microarrays were then washed and scanned using a DNA Microarray Scanner (Model G2505C).

### Gene expression analysis

Microarray hybridization data were obtained with the Feature Extraction Software v. 10.7 (Agilent Technologies, Santa Clara, CA, USA), using the default variables. Data analysis was performed using the R Limma *Bioconductor* package (Ritchie et al., 2015), according to a direct two color design. A total of eight microarrays were done, corresponding to four biological replicates for each condition using swapped and random mixtures to cope with batch effects. Functional annotation of the differentially expressed genes was done using embedded BlastX included into the *Blast2GO* program (Conesa et al., 2005) using the public NCBI nr database. Raw feature intensities were corrected using the *Normexp* background correction algorithm. An initial within-array normalization was done using spatial and intensity-dependent *Loess* method, followed by a between-array *Aquantile* normalization. Normalized data are shown in Figs. S1 and S2. Differential expression was ordered according to their adjusted *p*-values, and the expression of each gene is reported as the *log*_2_ ratio of the value obtained for each condition compared to control condition. A gene was considered differentially expressed if it displayed an adjusted *p*-value less than 0.05 by the Student *t*-test. Finally, over- and under- expressed genes were analyzed in terms of gene ontology by using a hypergeometric analysis (GOStats package). Prediction of operons was obtained from the DOOR database (Dam et al., 2007; Mao et al., 2009).

### Preparation of intracellular metabolite samples

Cell pellets were washed twice with PBS and resuspended in lysis buffer (PBS and 30% sucrose) containing 100 U mutanolysin. Samples were incubated at 37 °C overnight. Metabolic quenching was achieved by adding ice-cold 50% methanol. Cells were disrupted by sonication (6 cycles: 20 s, 90% amplitude). After centrifugation (5,000× g, 7 min), cell debris was separated through 0.22 µm membrane filters (Millipore, Burlington, MA, USA). Then, supernatants were collected and ultracentrifuged (100,000× g; 1.5 h, 4 °C). Finally, metabolite samples were kept at −80 °C before analysis.

### Analysis of intracellular metabolites

Intracellular metabolite samples were analyzed by LC–QTOF MS/MS using an Agilent 1200 Series LC system coupled to an Agilent 6540 UHD Accurate-Mass QTOF hybrid mass spectrometer equipped with dual electrospray (ESI) source as described (Mitsuwan et al., 2017) without modifications. Briefly, chromatography was performed using a C18 reverse-phase analytical column (Mediterranean, 50 mm × 0.46 mm *i.d.,* 3 µm particle size; Teknokroma, Barcelona, Spain), thermostated at 25 °C. The mobile phases were 5% ACN (phase A) and 95% ACN (phase B) both with 0.1% formic acid as ionization agent. The LC pump was programmed with a flow rate of 0.8 mL/min with the following elution gradient: 3% phase B was kept as initial mobile phase constant from min 0 to 1; from 3 to 100% of phase B from min 1 to 13. A post-time of 5 min was set to equilibrate the initial conditions for the next analysis. The injection volume was 3 µL and the injector needle was washed for 10 times between injections with 80% methanol. The parameters of the electrospray ionization source, operating in negative and positive ionization mode, were as follows: the capillary and fragmentor voltage were set at ±3.5 kV and 175 V, respectively; N_2_ in the nebulizer was flowed at 40 psi; the flow rate and temperature of the N_2_ as drying gas were 8 L/min and 350 °C, respectively. MS and MS/MS data were collected in both polarities using the centroid mode at a rate of 2.6 spectra per second in the extended dynamic range mode (2 GHz). Accurate mass spectra in auto MS/MS mode were acquired in bot MS and MS/MS m/z ranges of 60–1,100 Da. To assure the desired mass accuracy of recorded ions, continuous internal calibration was performed during analyses by using the signals at m/z 121.0509 (protonated purine) and m/z 922.0098 (protonated hexakis (1H, 1H, 3H-tetrafluoropropoxy) phosphazine or HP-921) in positive ion mode; while in negative ion mode ions with m/z 119.0362 (proton abstracted purine) and m/z 966.0007 (formate adduct of HP-921) were used. The auto MS/MS mode was configured with two maximum precursors per cycle and an exclusion window of 0.25 min after two consecutive selections of the same precursor. The collision energy selected was 20 V.

### Metabolomics data processing and identification

MassHunter Workstation software (version 5.00 Qualitative Analysis, Agilent Technologies, Santa Clara, CA, USA) was used to process all data obtained by LC–QTOF in auto MS/MS mode. Treatment of raw data files was initiated by extraction of potential molecular features (MFs) with the suited algorithm included in the software. For this purpose, the extraction algorithm considered all ions exceeding 1,000 counts with a single charge state. Additionally, the isotopic distribution to consider a molecular feature as valid should be defined by two or more ions (with a peak spacing tolerance of 0.0025 *m/* z, plus 10.0 ppm in mass accuracy). Adduct formation in the positive (+Na) and negative (+HCOO) modes, as well as neutral loss by dehydration were included to identify features corresponding to the same potential metabolite. Then, MFs, characterized by their retention time, intensity in the apex of chromatographic peak and accurate mass, were exported in compound exchange format files (.cef files) and imported into Mass Profiler Professional (MPP) software package (version 12.1, Agilent Technologies, Santa Clara, CA, USA) for alignment and further processing. MPP allowed statistical analysis by Volcano plot (a combination of analysis of variance and fold change analysis). The MS/MS METLIN Personal Compound and Database Library (PCDL) was used to identify significant compounds using both MS and MS/MS information to assure metabolite identification. To identify compounds with no MS/MS information in the METLIN Database, MetaCyc database, and the MassBank database were used.

### Statistical analysis

All the quantitative analyses (transcriptomics, proteomics, and metabolomics) were performed from three or four independent biological replicates, and the results are expressed as the mean ± standard deviation. Paired data were analyzed by univariate analysis using the Student’s *t*-test. Principal component analysis (PCA) was done with the web-based software NIA array analysis tool (http://lgsun.grc.nia.nih.gov/anova/index.html) (Sharov, Dudekula & Ko, 2005). *p*-Values lower than 0.05 were considered statistically significant.

## Results

### Effect of iron starvation on pneumococcal growth *in vitro*

*S. pneumoniae* TIGR4 was grown in THB, in which the iron concentration available for the bacteria, measured by ICP-MS, was 734 µg/L. In order to perform the further transcriptomic, proteomic and metabolomic analyses, we firstly monitored the growth of this strain in the presence of 100 µM DFO. As observed for other microorganisms, iron depletion caused a slight lag phase in the growth of pneumococcus (control growth rate: 1.93 h^−1^; DFO-treated culture growth rate: 1.39 h^−1^), and instead lead to a decrease in the OD at the plateau phase (Fig. 1). We chose the mid-exponential phase for sampling RNA, proteins and metabolites in curve points such that almost no delays in the time points of collecting cultures took place. These corresponded to OD = 0.3.

**Figure 1:**
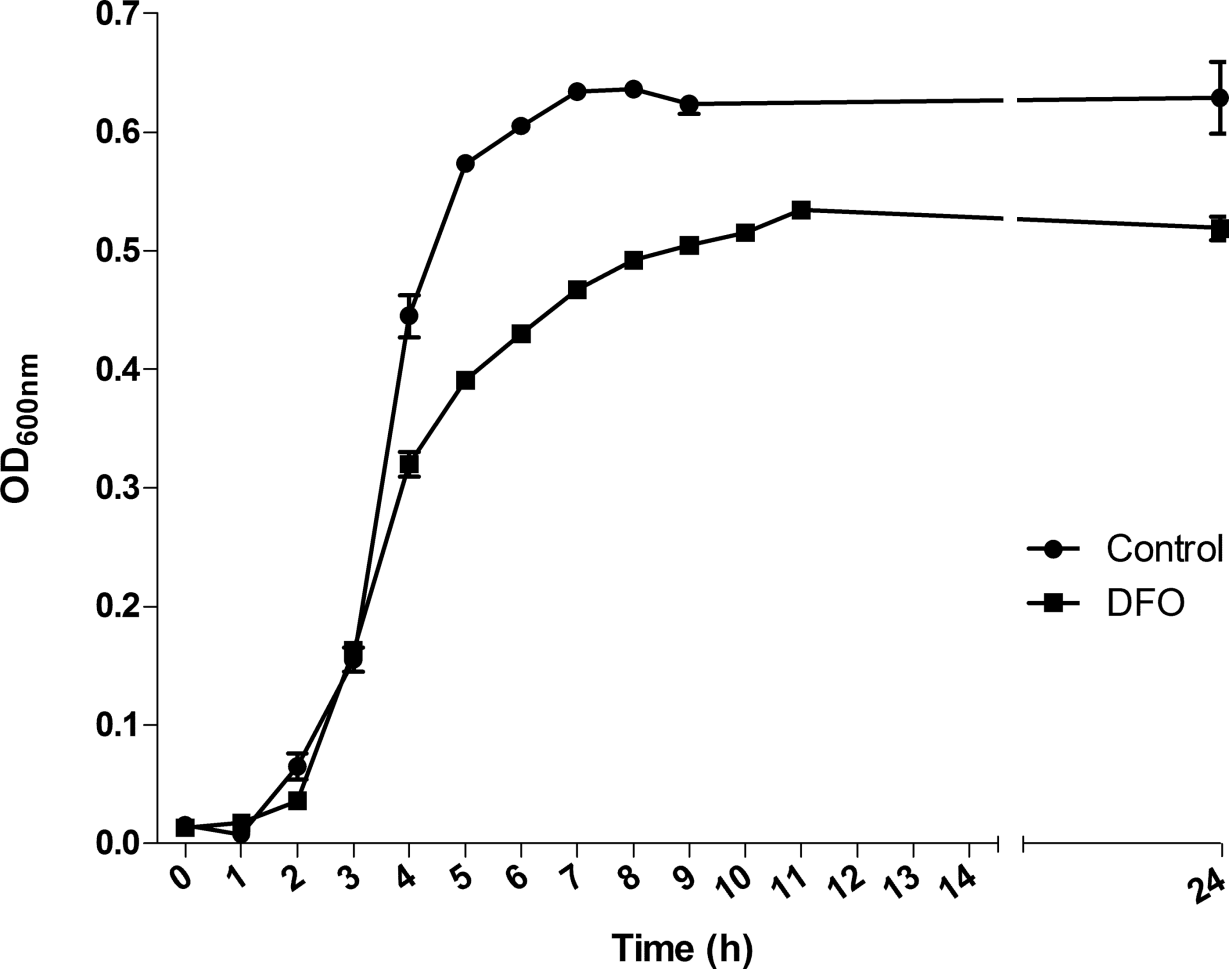
Effect of deferoxamine (DFO) on the growth of *Streptococcus pneumoniae* TIGR4. Each determination represents the mean of three different biological replicates. Solid circles indicate the mean ± standard deviation (SD) of untreated cultures; solid squares indicate the mean ± SD of DFO-treated cultures.

### Transcriptomics

Limma analysis of the signals obtained after hybridizing the RNAs with the arrays revealed a number of differentially expressed genes when comparing the DFO treatment with its control (Supplemental Information 1): 338 genes changed significantly after DFO exposure, of which 118 genes increased their expression and 220 were down-regulated. 

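TIGR4 cultures grown with 100 µM DFO, an iron chelator, or without it were harvested at an OD of 0.3, and RNA of 4 biological replicates per condition was labelled with Cy3 or Cy5 and hybridized in pairs, each array with RNA of both conditions. The sample labels list 8 such arrays, 4 titled control and 4 titled treated. The scanner output of 7 of them was used here, and that of the array labelled control 3 was not analysed here. Each array carried 15744 spots, of which 536 were control spots. The other spots held probes of 60 bases for 2089 sequences of the TIGR4 genome, with 3 probes per sequence, and for 1810 sequences of a second genome entry, AE007317. The authors deposited the median intensity of every spot and of its local background in both dyes, as scanned and before normalization. The median spot intensity of an array lay between 5875 and 10058 in Cy5 and between 4197 and 7999.8 in Cy3, against background medians of at most 79 and 32. Intensities were corrected by the Normexp algorithm (offset 50), normalized by intensity-dependent Loess within arrays and by Aquantile between arrays, and the probes of a sequence were averaged into 1 log2 ratio of Cy5 over Cy3 per array. The paper's methods name the same steps with a Loess that is also spatial, which was run here as an alternative. The labels put control RNA in Cy5 and DFO RNA in Cy3 on every array, whereas the methods state that mixtures were swapped, and the text does not name the arrays that were. The correlations between the arrays bore out neither the labels nor a swap of the arrays titled treated, so each array is given as Cy5 over Cy3, without a direction of DFO over control. Arrays are named by their labels, and their number limits the precision of every average.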

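With the dyes taken from the labels, limma called 0 of the 2089 TIGR4 sequences differentially expressed at an adjusted p under 0.05 after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 83 sequences, where 104.4 are expected by chance, and the lowest adjusted p was 0.102. With the arrays titled treated reversed, limma also called 0, with 18 sequences at an unadjusted p under 0.05 and a lowest adjusted p of 0.994. Every one of the 64 ways of turning the 7 arrays relative to each other, tried after seeing the data, gave 0 calls, with 4 to 516 sequences at an unadjusted p under 0.05. The methods' t-test, with the dyes taken from the labels, called 0 sequences after adjustment and 95 without it. Of the other settings, centring each array on its median in place of Loess moved the count most, to 46 calls. The Supplementary Dataset lists 337 loci by locus tag, and 333 of them were matched to sequences on the arrays. None of these 333 was called by limma, 1 had an unadjusted p under 0.05, and 0 were called when adjusted over the list alone (lowest adjusted p 0.999 from limma). The study chose that list on the same samples, so the latter count is not independent evidence. When log2 changes of 1, 2 or 4 were added to 200 sequences on the same arrays, the same limma fit found 54%, 86.5% and 98% of them. Each added change ran in the same direction on all 7 arrays. These shares therefore do not hold for changes that run in opposite directions on different arrays. The fit pools all 7 arrays as labelled. In both channels of control 1 and control 2, in Cy3 of control 4 and treated 3 and in Cy5 of treated 4, TIGR4 sequences were more often not well above background than AE007317 sequences, by 5.22 to 8.11 percentage points, and in the other 7 of the 14 channels less often. The count of 0 is therefore not an estimate for TIGR4 RNA that is known to be in both channels. In its own analysis the paper takes the genes with an adjusted p under 0.05 as differentially expressed, and groups them into operons and functional terms from there.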

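On single arrays, the log2 ratio of Cy5 over Cy3 across the TIGR4 sequences had an SD of 0.48 on the array labelled control 1, 0.47 on control 2 and 1.80 on control 4. On the arrays labelled treated 1 to treated 4 the SD was 0.35, 0.52, 1.76 and 1.77. The number of sequences beyond a 2-fold ratio in either direction was 95, 116 and 650 on the arrays labelled control 1, control 2 and control 4, and 41, 144, 605 and 663 on those labelled treated 1 to treated 4. Of the 333 matched loci of the Supplementary Dataset, 0 had a log2 ratio of the same sign on all 7 arrays.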

Figure S3 shows the differentially expressed genes as a Volcano plot.

The log_2_ fold change values, resulting from averaging four independent biological replicates for each condition, ranged between 1.78 and −2.13. 

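Because no sequence was called, the range is given for the 333 matched loci of the Supplementary Dataset on single arrays, as log2 of Cy5 over Cy3. It ran from -1.39 to 1.16 on the array labelled control 1, from -2.81 to 1.87 on control 2 and from -3.72 to 8.86 on control 4. On the arrays labelled treated 1 to treated 4 it ran from -2.59 to 1.32, from -2.82 to 3.28, from -2.88 to 9.79 and from -9.19 to 2.94. SP_0352 set the extremes on control 4, treated 3 and treated 4 (8.86, 9.79 and -9.19). On the other arrays it was between -0.59 and 0.40. On control 4, treated 3 and treated 4, 1 channel had TIGR4 sequences more often not well above background than AE007317 sequences. Their ranges may therefore hold a difference between strains beside that of DFO. The median size of the ratio of these loci was 0.38 on the array labelled treated 1 and 0.63 on treated 2, against 0.16 and 0.18 for the sequences outside the list. On the other arrays the median size of the listed loci was between 1.11 and 1.41 times that of the other sequences. Across the listed loci, Pearson's r between an array's log2 ratios and the log2 fold changes of the Supplementary Dataset, which are the paper's values, was 0.771 on treated 1, -0.957 on treated 2, -0.409 on treated 3 and 0.393 on treated 4. It was -0.0907, 0.281 and 0.0547 on control 1, control 2 and control 4. Read as DFO over control with the dyes taken from the labels, each of these r has the opposite sign. These correlations are across loci, which are not independent replicates. The published values and the list come from the same samples, so the correlations are not independent of the paper's result.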

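For 72 operons of Table 1, 196 listed genes were matched to sequences on the arrays, at least 2 in every operon. All matched genes of an operon had log2 ratios of the same sign in 56 operons on the array labelled control 1, 60 on control 2, 62 on control 4, 66 on treated 1, 72 on treated 2, 54 on treated 3 and 54 on treated 4. When the ratios were reassigned at random among the listed genes of the same stated direction, the mean number of operons of 1 sign was 27.4, 34.6, 30.9, 60.3, 72, 40.7 and 36.3 on the same arrays. The observed number exceeded the reassigned ones in a one-sided permutation test on 6 arrays (p between 1e-05, the smallest the permutations can give, and 0.00024; adjusted p over the 7 arrays at most 0.00028). On treated 2 (p = 1 in the permutation test) every reassignment gave 72, because all matched genes of the same stated direction had the same sign there. Ratios of neighbouring sequences in general resembled each other on every array, and the reassignment does not keep neighbours together. A shared sign within operons is therefore not specific to DFO.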

We noticed a consistent differential expression in which all of the genes pertaining to a same operon (according to the DOOR annotation database) changed in the same trend and even experienced almost identical log_2_ fold change values. We grouped the genes into operons according to the DOOR database (Supplemental Information 1). In total, 29 operons were clearly up-regulated, including those coding for the iron-compound ABC transporter system (genes SP_1869, SP_1870 and SP_1871), the closely neighbour gene SP_1872 coding for the iron-compound ABC transporter, the manganese ABC transporter system (genes SP_1648, SP_1649 and SP_1650), the ATP synthase complex (genes SP_1509 to SP_1513), and others including several transporter systems. Also, an operon containing genes for the riboflavin biosynthetic system (genes SP_0175 to SP_0178) was clearly up-regulated. 

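Log2 ratios of Cy5 over Cy3 were averaged over the genes of each operon on each array. The iron-compound ABC transporter operon SP_1869 to SP_1871 was at -1.20, -0.04 and 1.55 on the arrays labelled control 1, control 2 and control 4, and at 0.77, -1.98, -1.34 and 1.85 on treated 1 to treated 4. SP_1872 was at -1.30, -0.36 and 1.33 on the arrays labelled control and at 0.11, -1.40, -1.17 and 1.53 on those labelled treated, and 2 of its 3 probes were well above background on every array. Of the manganese ABC transporter operon, SP_1648 and SP_1650 were matched, and their mean was at -0.49, 0.74 and -0.71 on the arrays labelled control and at 0.82, -0.81, -1.51 and 1.31 on those labelled treated. The ATP synthase genes SP_1509 to SP_1513 were at -0.16, 0.41 and 0.24, and at 0.33, -0.39, -0.56 and 0.31. Each of the 4 had arrays on both sides of 0. With the dyes taken from the labels, p in an exact sign-flip test over the 7 arrays (two-sided) was 0.953, 0.750, 0.875 and 0.859 in the same order, and with the arrays titled treated reversed 0.797, 0.969, 0.953 and 0.438. The smallest p that 7 arrays allow in this exact test is 0.0156. After adjustment over the 12 operons and genes tested, every p of the exact test was 0.969 under both readings of the dyes. Arrays that run in opposite directions cancel in such an average, so with the directions unsettled this test does not show that an operon did not change. Centring each array on its median in place of Loess moved the median size of the ATP synthase genes over the arrays from 0.33 to 0.58. The lowest adjusted p from limma among the 46 matched genes of all 12 was 0.992.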

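The riboflavin operon SP_0175 to SP_0178 had a mean log2 ratio of Cy5 over Cy3 of -0.40, 0.85 and 1.37 on the arrays labelled control 1, control 2 and control 4, and of 0.81, -1.57, -0.82 and -0.09 on those labelled treated 1 to treated 4. Its sizes on 6 of the 7 arrays were thus between 0.40 and 1.57, on both sides of 0. In an exact sign-flip test over the 7 arrays (two-sided), p was 0.969 with the dyes taken from the labels and 0.172 with the arrays titled treated reversed. Of its 12 probes, 11 were well above background on every array.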

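Mean log2 ratios of Cy5 over Cy3 were computed in the same way for the branched-chain amino acid transporter operon SP_0750 to SP_0753, the fatty acid operon SP_0419 to SP_0431 with its 13 genes, and the competence operons SP_0042 and SP_0043, and SP_2235 and SP_2236. On the arrays labelled control 1, control 2 and control 4, the branched-chain amino acid transporter operon was at 0.10, -0.23 and 0.73, and on treated 1 to treated 4 at -0.24, 0.42, 1.18 and -1.14. The fatty acid operon was at 0.44, 0.34 and -1.72, and at -0.12, 1.69, 0.57 and -0.61. SP_0042 and SP_0043 were at -0.11, -0.07 and 0.79, and at -0.07, 0.45, 1.51 and -1.69. SP_2235 and SP_2236 were at -0.34, -0.29 and 0.58, and at -0.90, 0.58, 1.16 and -1.75. All of them lay on both sides of 0, and an average over the arrays, whose directions are unsettled, had no low p under either reading of the dyes (exact sign-flip test over the 7 arrays, two-sided, p = 0.703, 0.813, 0.750 and 0.688 with the dyes taken from the labels, and 0.859, 0.406, 0.844 and 0.781 with the arrays titled treated reversed).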

Forty-four operons were clearly down-regulated, including the branched-chain amino acid transporter system (genes SP_0750 to SP_0753) and the large operon of 13 genes (SP_0419 to SP_0431) involved in fatty acid biosynthesis, as well as two operons involved in competence (genes SP_0042 and SP_0043, and genes SP_2235 and SP_2236). 

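The SD of the log2 ratio between the matched genes of an operon was computed on each array, and its median was taken over the 72 operons. It was 0.12 on the array labelled control 1, 0.08 on control 2, 0.19 on control 4, 0.13 on treated 1, 0.10 on treated 2, 0.24 on treated 3 and 0.28 on treated 4. With the ratios reassigned among the listed genes of the same stated direction, the value of this median was 0.30, 0.29, 0.83, 0.24, 0.35, 0.66 and 0.66 in the same order, each the median over the reassignments. The observed spread was narrower on every array (one-sided permutation test, p = 2e-05 on treated 1 and 1e-05, the smallest the permutations can give, on the other arrays; adjusted p at most 2e-05). The median over the arrays was 0.13, and no alternative setting took it outside 0.12 to 0.19. In the log2 fold changes of the Supplementary Dataset, which are the paper's values, the median SD was 0.06. Log2 ratios of TIGR4 sequences next to each other in the accession numbering, listed or not, correlated with r of 0.408 to 0.663 on single arrays. The reassignment does not keep neighbours together, and runs of unlisted neighbours were not compared. The test therefore does not tell operons that changed with DFO from other neighbouring genes.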

In all the cases, the log_2_ FC values were almost identical for all the genes of the same operon. Table 1 shows the main operons that were differentially regulated.

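Of the 72 matched operons, Table 1 lists 29 as up-regulated and 43 as down-regulated, with lines given more than once counted once. None had all its matched genes called by limma at an adjusted p under 0.05, with the dyes taken from the labels. 

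**Figure D1:**
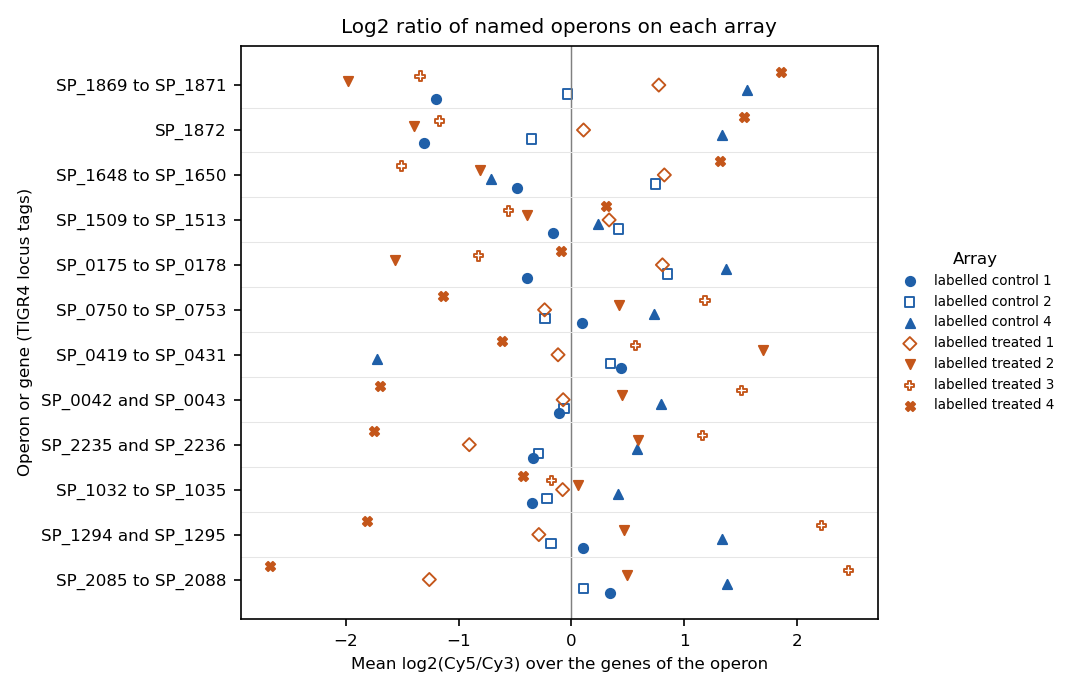
Mean log2 ratio of Cy5 over Cy3 (horizontal axis) over the matched genes of each of 12 operons or genes (vertical axis), with 1 point per array; blue points are arrays labelled control and orange points arrays labelled treated. Every operon has arrays on both sides of 0, and the points run from -2.67 to 2.45.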

**Table 1:** Operon distribution of differentially expressed genes under iron starvation.

ID Operon	Locus	Expressed genes	Change
38501	SP_0175, SP_0176, SP_0177, SP_0178	4/4	Upregulated
38508	SP_0202, SP_0203	2/2	Upregulated
38509	SP_0204, SP_0205, SP_0206, SP_0207	4/4	Upregulated
38541	SP_0385, SP_0386	2/3	Upregulated
38567	SP_0515, SP_0516	2/2	Upregulated
38588	SP_0599, SP_0600, SP_0601	3/4	Upregulated
38589	SP_0603, SP_0604	2/2	Upregulated
38594	SP_0622, SP_0623, SP_0624	3/4	Upregulated
38595	SP_0627, SP_0628	2/3	Upregulated
38600	SP_0661, SP_0662	2/2	Upregulated
38642	SP_0868, SP_0869	2/5	Upregulated
38672	SP_0999, SP_1000	2/2	Upregulated
38738	SP_1340, SP_1341, SP_1342, SP_1343, SP_1344	5/5	Upregulated
38776	SP_1509, SP_1510, SP_1511, SP_1512, SP_1513	5/8	Upregulated
38789	SP_1566, SP_1569	2/6	Upregulated
38795	SP_1591, SP_1592	2/2	Upregulated
38805	SP_1648, SP_1649, SP_1650	3/3	Upregulated
38808	SP_1662, SP_1665	2/8	Upregulated
38809	SP_1669, SP_1670	2/3	Upregulated
38833	SP_1774, SP_1775	2/3	Upregulated
38839	SP_1802, SP_1803, SP_1804	3/4	Upregulated
38854	SP_1860, SP_1861, SP_1862, SP_1863	4/4	Upregulated
38857	SP_1869, SP_1870, SP_1871	3/3	Upregulated
38862	SP_1906, SP_1907	2/2	Upregulated
38884	SP_2001, SP_2002	2/6	Upregulated
38896	SP_2070, SP_2071	2/3	Upregulated
38917	SP_2174, SP_2175, SP_2176	3/5	Upregulated
38922	SP_2196, SP_2197	2/4	Upregulated
38930	SP_2239, SP_2240	2/2	Upregulated
38468	SP_0021, SP_0022	2/2	Downregulated
38469	SP_0024, SP_0025, SP_0026	3/3	Downregulated
38472	SP_0042, SP_0043	2/2	Downregulated
38476	SP_0053, SP_0054, SP_0055	3/4	Downregulated
38486	SP_0119, SP_0120	2/2	Downregulated
38495	SP_0151, SP_0152	2/3	Downregulated
38498	SP_0164, SP_0165	2/2	Downregulated
38510	SP_0220, SP_0221, SP_0222	3/14	Downregulated
38529	SP_0321, SP_0322, SP_0323, SP_0324, SP_0325, SP_0326	6/6	Downregulated
38533	SP_0352, SP_0354	2/9	Downregulated
38546	SP_0412, SP_0413	2/2	Downregulated
38547	SP_0416, SP_0417	2/2	Downregulated
38533	SP_0352, SP_0354	2/9	Downregulated
38546	SP_0412, SP_0413	2/2	Downregulated
38547	SP_0416, SP_0417	2/2	Downregulated
38548	SP_0419, SP_0420, SP_0421, SP_0422, SP_0423, SP_0424, SP_0425, SP_0426, SP_0427, SP_0428, SP_0429, SP_0430, SP_0431	13/13	Downregulated
38571	SP_0526, SP_0527	2/3	Downregulated
38610	SP_0701, SP_0702	2/2	Downregulated
38617	SP_0737, SP_0738	2/2	Downregulated
38620	SP_0750, SP_0751, SP_0752, SP_0753	4/4	Downregulated
38624	SP_0768, SP_0770	2/4	Downregulated
38627	SP_0785, SP_0786, SP_0787	3/3	Downregulated
38655	SP_0918, SP_0919, SP_0920, SP_0921, SP_0922	5/5	Downregulated
38665	SP_0963, SP_0964	2/2	Downregulated
38674	SP_1013, SP_1014	2/2	Downregulated
38682	SP_1069, SP_1070, SP_1071	3/6	Downregulated
38684	SP_1079, SP_1080	2/2	Downregulated
38726	SP_1276, SP_1277, SP_1278	3/3	Downregulated
38731	SP_1294, SP_1295	2/3	Downregulated
38751	SP_1402, SP_1404, SP_1405	3/4	Downregulated
38757	SP_1428, SP_1429	2/2	Downregulated
38763	SP_1460, SP_1461	2/2	Downregulated
38764	SP_1462, SP_1463, SP_1464	3/3	Downregulated
38765	SP_1465, SP_1466	2/2	Downregulated
38778	SP_1522, SP_1523	2/7	Downregulated
38815	SP_1686, SP_1687, SP_1688, SP_1689	4/4	Downregulated
38822	SP_1724, SP_1725	2/2	Downregulated
38840	SP_1809, SP_1810	2/2	Downregulated
38867	SP_1920, SP_1922	2/3	Downregulated
38868	SP_1923, SP_1924, SP_1925, SP_1926	4/4	Downregulated
38873	SP_1948, SP_1949	2/2	Downregulated
38874	SP_1951, SP_1952, SP_1953, SP_1954	4/5	Downregulated
38898	SP_2085, SP_2086, SP_2087, SP_2088	4/4	Downregulated
38906	SP_2115, SP_2117	2/3	Downregulated
38907	SP_2118, SP_2119	2/3	Downregulated
38929	SP_2235, SP_2236	2/3	Downregulated

The differentially expressed genes were annotated with Gene Ontology terms, using Blast2GO (Fig. 2). According to the molecular function level, the most enriched term among the over-expressed genes corresponded to “ion binding” (GO:0043167), representing around 25% of the genes. At the biological process level, the most enriched term was “cell metabolic process” (GO:0044237). For down-expressed genes, the most prevalent term at the biological process level was the same as for over-expressed genes, i.e., “cell metabolic process”, and at the molecular function level, three different terms, including also that of “ion binding” (GO:0043167), represented around 13% each.

**Figure 2:**
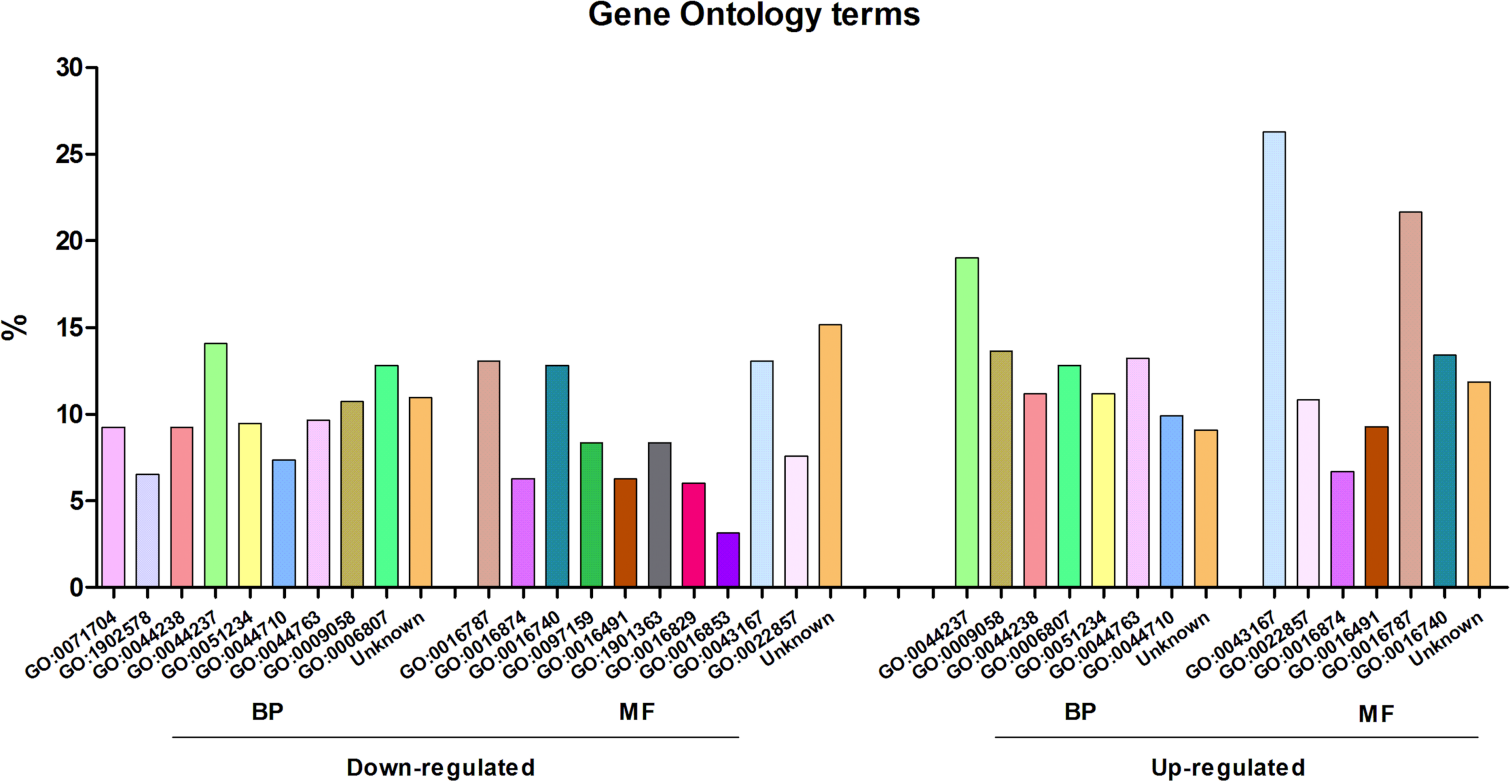
Gene Ontology analysis of the differentially expressed genes of *Streptococcus pneumoniae* TIGR4 after deferoxamine treatment. Gene Ontology terms were retrieved from annotated genes or their orthologs in case of non-annotated genes using BLAST2GO. Terms are indicated in the GO nomenclature. BP, biological process; MF, molecular function.

We validated the results obtained in the microarrays with RT-q-PCR on a subset of 16 differentially expressed genes of the TIGR4 strain (Table S1). For all the genes, there was the same trend (either over- or down-expression) and a high correlation (*r*^2^ = 0.93) in the fold changes measured both at the microarray and the RT-q-PCR, thus confirming that the microarray data were reliable.

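Log2 ratios of Cy5 over Cy3 of the 16 genes of Table S1 were set against the paper's RT-q-PCR values in that table. Across genes, Pearson's r was -0.474 on the array labelled control 1, 0.471 on control 2, 0.589 on control 4, 0.850 on treated 1, -0.901 on treated 2, -0.655 on treated 3 and 0.535 on treated 4. The permutation p, adjusted over the 7 arrays, was 0.0665, 0.0665, 0.0286, 7e-05, 7e-05, 0.0145 and 0.0451 in the same order. Spearman's rho was -0.494, 0.559, 0.591, 0.90, -0.918, -0.662 and 0.547, with an adjusted permutation p of 0.0538, 0.0355, 0.0315, 7e-05, 7e-05, 0.0148 and 0.0355. The sign was that of the RT-q-PCR value for 7, 10, 10, 15, 0, 2 and 11 of the 16 genes. Read as DFO over control with the dyes taken from the labels, every r has the opposite sign, and the sign was that of RT-q-PCR for 9, 6, 6, 1, 16, 14 and 5 genes. Without the 2 genes farthest from the median in RT-q-PCR, r was -0.210, 0.532, 0.673, 0.844, -0.907, -0.501 and 0.332. With these 14 genes the permutation p was 0.0677 on treated 3 and 0.247 on treated 4, with r of the same sign as before. When the ratios were averaged over the 7 arrays as DFO over control with the dyes taken from the labels, r was 0.0308 (permutation p = 0.910) and r squared was 0.00095. This average depends on single arrays, since r was -0.808 without treated 2 and 0.646 without treated 1. Genes are not independent replicates. The microarray values printed in Table S1, which are the paper's, gave an r squared of 0.932 with its RT-q-PCR values. From the correlation between its microarray and RT-q-PCR fold changes, the paper concludes that the microarray data were reliable.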

### Proteomics

We compared the proteomes of two different protein fractions, cell extracts and secreted proteins, by 2-DE under iron deprivation conditions (Fig. S4). We then analyzed both the qualitative (i.e., absolute appearance or disappearance of a protein in a condition compared to the other one) and quantitative changes (i.e., changes in protein abundance on spots present in both conditions) when comparing for each protein fraction the iron starvation condition with its non-iron deprived control (Tables 2 and 3).

**Table 2:** Protein identification by MALDI-TOF/TOF of qualitative changes in the protein abundances of *Streptococcus pneumoniae* TIGR4 after deferoxamine treatment.

Spot	Abundance	Locus	Protein name	Score^a^	Location^b^
TE1	Decreased	SP_1284	LemA protein	300	Membrane
TE2	Decreased	SP_1271	2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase	349	Cytoplasmic
TE3	Increased	SP_0845	Basic membrane family protein	942	Extracellular
TE4	Increased	SP_1362	Glutamate dehydrogenase	837	Cytoplasmic
TS1	Decreased	SP_1004	Uncharacterized protein	410	Extracellular
TS2	Decreased	SP_0341	UPF0371 protein SP_0341	877	Cytoplasmic
TS3	Decreased	SP_0012	Hypoxanthine-guanine phosphoribosyltransferase	749	Cytoplasmic
TS4	Decreased	SP_1229	Formate–tetrahydrofolate ligase	650	Cytoplasmic
TS5	Decreased	SP_0027	Ribose-phosphate pyrophosphokinase 1	665	Cytoplasmic
TS6	Decreased	SP_0746	ATP-dependent Clp protease proteolytic subunit	81	Cytoplasmic
TS7	Decreased	SP_2190	Choline binding protein A	174	Extracellular
TS8	Decreased	SP_0715	Lactate oxidase	686	Cytoplasmic
TS9	Decreased	SP_2216	Secreted 45 kd protein	512	Extracellular
TS10	Decreased	SP_1456	Peptide deformylase (PDF)	251	Cytoplasmic
TS11	Decreased	SP_0459	Formate acetyltransferase	152	Cytoplasmic
TS12	Decreased	SP_1534	Probable manganese-dependent inorganic pyrophosphatase	533	Cytoplasmic
TS13	Decreased	SP_0516	Protein GrpE (HSP-70 cofactor)	178	Cytoplasmic
TS14	Decreased	SP_2012	Glyceraldehyde-3-phosphate dehydrogenase	451	Cytoplasmic
TS15	Decreased	SP_1445	GMP synthase [glutamine-hydrolyzing]	676	Cytoplasmic
TS16	Decreased	SP_0236	DNA-directed RNA polymerase subunit alpha (RNAP subunit alpha)	152	Cytoplasmic
TS17	Decreased	SP_1922	Probable transcriptional regulatory protein SP_1922	418	Cytoplasmic
TS18	Decreased	SP_0435	Elongation factor P (EF-P)	290	Cytoplasmic
TS19	Decreased	SP_2084	Phosphate-binding protein PstS 2 (PBP 2)	862	Extracellular
TS20	Decreased	SP_1999	Catabolite control protein A	937	Cytoplasmic
TS21	Decreased	SP_1508	ATP synthase subunit beta	261	Cytoplasmic
TS22	Decreased	SP_0745	Uracil phosphoribosyltransferase	702	Cytoplasmic
TS23	Increased	SP_0862	Ribosomal protein S3	424	Cytoplasmic

**Notes.**

a Mascot scores >70 were considered significant at *p* < 0.05.

b Protein localization in subcellular compartments was assigned using LocateP.

**Table 3:** Protein identification by MALDI-TOF/TOF of quantitative changes (>2 fold change (FC)) in the protein abundances of *Streptococcus pneumoniae* TIGR4 after deferoxamine treatment.

Spot	Abundance	FC^a^	*p*-value	Locus	Protein name	Score^b^	Location^c^
TE5	Increased	6.1	0.03	SP_1220	L-lactate dehydrogenase	607	Cytoplasmic
TE6	Increased	6.9	0.01	SP_0421	3-oxoacyl-[acyl-carrier protein] reductase	528	Cytoplasmic
TE7	Decreased	4.6	0.04	SP_2055	Alcohol dehydrogenase, zinc-containing	535	Cytoplasmic
TE8	Decreased	4.3	0.03	SP_2012	Glyceraldehyde-3-phosphate dehydrogenase	255	Cytoplasmic
TS24	Increased	4.4	0.02	nanA	Sialidase A	185	Cell wall
TS25	Decreased	4.2	0.02	SP_0499	phosphoglycerate kinase	991	Cytoplasmic
TS26	Decreased	4.5	0.04	SP_1489	Elongation factor Tu	1,120	Cytoplasmic
TS27	Decreased	6.6	0.03	SP_0897	Pyruvate kinase	708	Cytoplasmic
TS28	Decreased	8.8	0.01	SP_2056	N-acetylglucosamine-6-phosphate deacetylase	587	Cytoplasmic
TS29	Decreased	4.2	0.03	SP_1128	Enolase	349	Cytoplasmic
TS30	Decreased	4.1	0.04	SP_1541	30S ribosomal protein S6	114	Cytoplasmic
TS31	Decreased	4.4	0.04	SP_1910	Uncharacterized protein	523	Cytoplasmic

**Notes.**

a For increased proteins, the FC was calculated as the treatment/control ratio; for decreased proteins, the FC was calculated as the control/treatment ratio.

b Mascot scores >70 were considered significant at *p* < 0.05.

c Protein localization in subcellular compartments was assigned using LocateP.

For the two analyzed protein fractions, most of the changes corresponded to predicted cytoplasmic proteins, mainly affecting enzymes of the primary metabolism. Glyceraldehyde-3-phosphate dehydrogenase was less abundant under iron deprivation. This enzyme was strongly reduced in total extracts after DFO treatment (fold-change decrease > 4), as well as not detected in the secretome fraction of DFO-exposed culture (but detected in the control secretome). Another enzyme of the glycolysis pathway that also decreased its abundance was the phosphoglycerate kinase. Other two Mg^2+^-dependent enzymes of the glycolysis pathway, enolase and pyruvate kinase, also decreased in secretomes of DFO-exposed cells. We also found that one enzyme of the fatty acid biosynthesis pathway was more abundant under iron deprivation: 3-oxoacyl-[acyl-carrier protein] reductase in total extracts (fold change around 7). Also, two major and very abundant extracellular proteins were detected to decrease in DFO-treated cultures: the choline-binding protein A (SP_2190) and the PcsB protein (SP_2216).

We also found a decrease in the abundance levels of an enzyme taking part in the recycling pathway of amino sugar compounds: the divalent cation-dependent *N*-acetylglucosamine-6-phosphate deacetylase, SP_2056 (NagA), which was found to be almost ninefold less abundant in DFO-exposed secretomes.

Other cation-containing or dependent enzymes decreased their abundances under iron deprivation conditions. Thus, lower levels of zinc-containing alcohol dehydrogenase and manganese-dependent inorganic pyrophosphatase were detected, as well as of hypoxanthine-guanine phosphoribosyltransferase, which requires Mg ^2+^ as a cofactor.

### Metabolomics

Finally, we studied the changes in the metabolic profile of intracellular metabolite fractions from both pneumococcal strains, by using LC–MS/MS, which allowed detection of 719 and 826 different chromatographic peaks, in negative and positive ionization mode, respectively. Statistical analysis by Volcano plot revealed that 64 entities presented a *p*-value below 0.05 and a fold change, in terms of relative concentrations, higher than 2 for discrimination between treated and non-treated TIGR4 samples (data not shown).

A multivariate statistical analysis was carried out with significant entities to evaluate whether the iron deprivation treatment had an effect on the metabolite profile. Figure S5 shows the principal component analysis (PCA) of identified metabolites when comparing iron-depleted and non-depleted cultures, revealing that the first principal component (*X*-axis) clearly grouped the three control biological replicates, which were clearly separated from two out of the three DFO-treated samples. However, there was dispersion in the three biological replicates of the DFO treatment, as the first principal component did not group them.

The tentative identification of significantly changing entities led to a panel of 17 compounds (Table 4). Although the number of changing metabolites positively identified was low, we clearly found an increase in the concentration of intermediate amino sugar metabolites involved in the cell wall peptidoglycan metabolism: there was an increase in uridine-5′-diphosphoglucuronic acid (2.2-fold), UDP-*N*-acetylmuraminate (>20-fold), *N*-acetylglucosamine (3.8-fold), and UDP-*N*-acetylglucosamine (2.4-fold).

**Table 4:** Metabolites altered after deferoxamine treatment of *Streptococcus pneumoniae* TIGR4.

Metabolite	Retention time (min)	Abundance	Fold change^a^	*p*-value
C-di-AMP	5.86	Increased	3.9	0.02
Uridine-5′-diphosphoglucuronic acid	6.22	Increased	2.2	0.03
UDP-N-acetylmuraminate	1.50	Increased	20.2	0.01
UDP-N-acetylglucosamine	2.02	Increased	2.4	0.04
cAMP	5.94	Increased	3.4	0.03
Tri-N-acetylchitotriose	6.04	Increased	2.3	0.03
Purine	2.37	Increased	10.1	0.01
dTMP	5.98	Decreased	12.6	0.01
Adenosine 5-monophosphate	5.80	Decreased	17.9	0.01
GDP-glucose	6.44	Decreased	2.5	0.04
GDP	3.04	Decreased	2.1	0.03
deoxyAMP	5.06	Decreased	10.5	0.01
Guanine	5.96	Decreased	8.5	0.01
deoxyGMP	5.88	Decreased	12.0	0.01
GluMet	6.16	Decreased	2.4	0.03
Metionine	6.16	Decreased	2.4	0.02
N-acetylglucosamine	6.29	Decreased	3.8	0.02

**Notes.**

a For increased metabolites, the FC was calculated as the treatment/control ratio; for decreased metabolites, the FC was calculated as the control/treatment ratio.

## Discussion

There is little knowledge about the mechanisms of iron intake by the pneumococcus (Hoyer et al., in press). In this work, we have approached a multi-omics strategy to understand the changes at the molecular level occurring in the pneumococcus during iron deprivation, similarly to what theoretically happens during an *in vivo* infection. To our knowledge, this is a unique study carried out so far for iron deprivation in this human pathogen using three different “omics”. Very recently, a combined translatomics/proteomics approach has been applied to identify novel iron-transporting proteins in the pneumococcus (Yang et al., 2016). Previously, it had been approached using only proteomics (Nanduri et al., 2008; Yang et al., 2015).

We selected as iron chelator the DFO, which has been described to have high iron chelating specificity, although it might also sequester other divalent cations (Eichenbaum, Green & Scott, 1996). We chose the culture points at which almost no alterations in growth were observed, as described for other studies in bacteria in which this iron chelator was used at the same or very similar concentration (Basler et al., 2006; Smith et al., 2001; Trappetti et al., 2011). These conditions were applied to obtain transcriptome, proteome and metabolome preparations of the reference pneumococcal strain TIGR4.

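Across the TIGR4 sequences, Pearson's r between the log2 ratios of Cy5 over Cy3 of each pair of arrays was computed. In the 3 pairs of arrays titled control it was between 0.0582 and 0.264. In the 6 pairs of arrays titled treated it was between -0.913 and 0.208, and it was positive in 2 of them. In the 12 pairs with 1 array of each title it was between -0.900 and 0.910, and positive in 9. The arrays labelled control 4, treated 3 and treated 4 had the strongest relations to each other, with r of 0.910 between control 4 and treated 3, -0.900 between control 4 and treated 4, and -0.913 between treated 3 and treated 4. Between the arrays labelled treated 1 and treated 2, r was -0.323. The 10 spike-in transcripts among the control spots had log2 ratios that correlated with r between 0.950 and 0.999 in every pair of arrays. Correlations across sequences are not tests over replicates. Except for treated 1 with treated 2, every pair has an array with TIGR4 sequences more often not well above background than AE007317 sequences. Where such a channel holds RNA of another strain, r is not one between replicates of DFO against control. It is also over all TIGR4 sequences and not over the listed loci alone. 

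**Figure D2:**
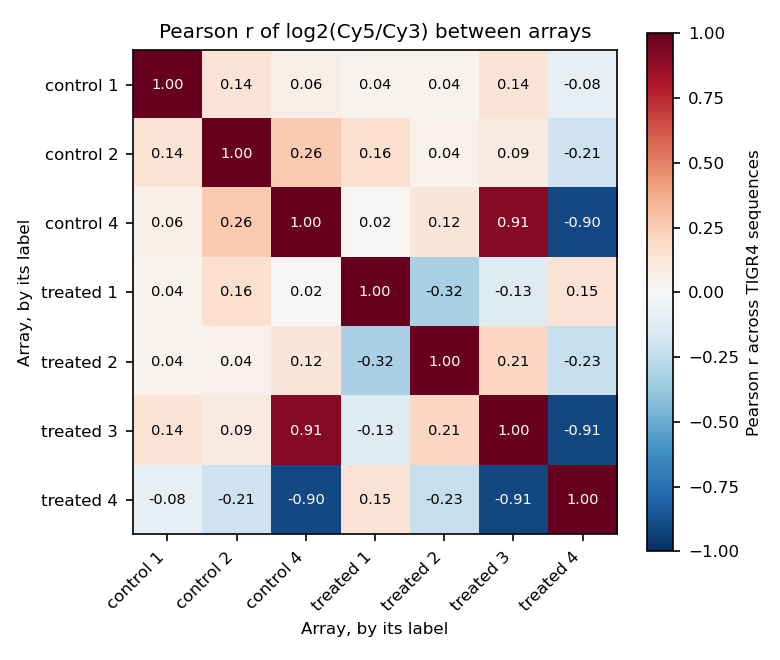
Pearson's r across TIGR4 sequences between the log2 ratios of Cy5 over Cy3 of 7 arrays (both axes, by their labels), in colour from -1 (blue) to 1 (red). The arrays labelled control 4, treated 3 and treated 4 are related to each other at 0.90 or more in size, and all other pairs lie between -0.32 and 0.26.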

Our transcriptomic analysis showed very consistent and reproducible results between biological replicates. The range of log_2_ fold changes was apparently low, ranging between 1.78 and −2.13, but the numbers obtained were in general quite similar to those observed for transcriptomic analyses of iron starvation in other microorganisms (Allen et al., 2010; Basler et al., 2006; Brickman et al., 2011; Klitgaard et al., 2010; Madsen et al., 2006). However, very interestingly the changes observed in our work were in most cases for genes grouped in operons, and genes belonging to the same operon underwent, as expected, almost identical fold change values. This is another argument that confirms the validity of our microarray results, as already described in similar works (Allen et al., 2010; Klitgaard et al., 2010; Vasileva et al., 2012).

In TIGR4, we found an up-regulation of 29 operons, and a down-regulation of 44 operons. Among those being over-expressed, we found two operons coding for iron-compound ABC transport systems, both of them localized together in the genome: the operon 38857 (genes SP_1869 to SP_1871) and the operon 1446903 (containing only one gene, SP_1872). The TIGR4 genome has other operon (no. 38677) containing four genes (SP_1032 to SP_1035) participating in a third iron-compound ABC system, but this operon was not found differentially expressed in our study. 

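SP_1032 to SP_1035 were matched to sequences on the arrays by counting between the listed loci on either side, since the Supplementary Dataset does not list them. Their mean log2 ratio of Cy5 over Cy3 was -0.35, -0.22 and 0.41 on the arrays labelled control 1, control 2 and control 4, and -0.08, 0.06, -0.18 and -0.43 on those labelled treated 1 to treated 4. Its median size over the arrays was 0.22, against 1.34 for SP_1869 to SP_1871. In an exact sign-flip test over the 7 arrays (two-sided), p was 0.313 with the dyes taken from the labels and 0.547 with the arrays titled treated reversed, and 9 of the 12 probes were well above background on every array. The difference between the 2 iron-compound systems was not tested.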

The up-regulation of the manganese ABC transporter system (operon 38805) could indicate that the chelator used is not completely specific for iron, as already known, but it cannot be ruled out that this operon might have a function related to iron uptake. Actually, recently Yang et al. (2016) have reported the over-expression in the *S. pneumoniae* D39 strain of genes coding for sugar and other substrate-ABC transporters and validated one of them at the protein level, thus indicating that iron deprivation may affect other transporter systems which are not annotated in databases as “iron transporters”. We also found the up-regulation of the operon 38501, responsible for riboflavin biosynthesis. Very recently, it has been described in *Vibrio cholerae* the cross-modulatory effect between riboflavin and iron (Sepulveda-Cisternas et al., 2018). Among the down-expressed operons, we found some transporter systems, as the branched-chain amino acid ABC transporter system (operon 38620, genes SP_0750 to SP_0753), a fluoride ion transporter system (genes SP_1294 and SP_1295) or a phosphate ABC transporter system (genes SP_2085 to SP_2088). 

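The fluoride transporter genes SP_1294 and SP_1295 had a mean log2 ratio of Cy5 over Cy3 of 0.10, -0.18 and 1.33 on the arrays labelled control 1, control 2 and control 4, and of -0.29, 0.47, 2.21 and -1.81 on those labelled treated 1 to treated 4. The phosphate transporter genes SP_2085 to SP_2088 were at 0.34, 0.11 and 1.38, and at -1.26, 0.50, 2.45 and -2.67. The average over the arrays, whose directions are unsettled, had no low p for either under both readings of the dyes (exact sign-flip test over the 7 arrays, two-sided, p = 0.625 and 0.813 with the dyes taken from the labels, and 0.922 and 0.516 with the arrays titled treated reversed). Without the arrays of replicate 1, or of replicate 2, the median size of the fluoride transporter genes was 1.33 in place of 0.47.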

We ignore the meaning of these changes, but this work opens new possibilities to explore the role of these genes in the iron uptake.

In previous works, we have analyzed the surface proteome (“surfome”) of the pneumococcus specifically targeting the discovery of vaccine or diagnostic candidates (Jimenez-Munguia et al., 2015; Olaya-Abril et al., 2012; Olaya-Abril et al., 2013; Olaya-Abril et al., 2015). In this study, we searched for proteome changes using 2-D gel-based analysis on total cell extract and secretome fractions. As expected, most changes were in cytoplasmic proteins, as these are the most abundant ones in the bacterial cells. This class of proteins was also found in the secretome fractions, as extensively reported for numerous works in a wide variety of microorganisms (for an extensive review about the presence and role of cytoplasmic proteins in extracellular and/or surface protein preparations, see Olaya-Abril et al., 2014a).

Many of the changes observed in our work are coinciding with other results already described in the pneumococcus and other microorganisms. In the present study, the enzyme GAPDH was less abundant in iron-depleted protein fractions, as reported for pneumococcus (Nanduri et al., 2008) and *Staphylococcus aureus* (Friedman et al., 2006). This protein has been described as a moonlighting protein with different functions, including an important role in iron metabolism (Boradia, Raje & Raje, 2014). The zinc-containing alcohol dehydrogenase has been also described to be less abundant in iron-depleted *S. aureus* protein fractions (Friedman et al., 2006). We found a decrease in some Mg^2+^-dependent glycolytic enzymes (phosphoglycerate kinase, enolase, pyruvate kinase), which might be due to the partially non-specific sequestration of this cation by DFO. Very similar results have been obtained in pneumococcal biofilms, where iron is less available than in planktonic cultures (Allan et al., 2014; Trappetti et al., 2011).

In a very recent paper, Hoyer and colleagues have studied the changes in the proteome of *Streptococcus pneumoniae* D39 under iron deprivation using 2,2′-bipyridine as chelator, in two different culture media (Hoyer et al., in press). They have performed the proteomic analysis by LC-MS/MS, which is much more sensitive than our 2-DE/MALDI-TOF approach for detecting both high numbers of proteins and changes in their abundances. However, in spite of using different strains, growth media and proteomic approaches, by comparing our results with those obtained in the THY medium in this cited work, there is a strong coincidence in the protein changes: 16 out of our 38 changing different proteins (namely SP_1284, SP_2190, SP_1456, SP_0459, 1534, SP_2012, SP_0236, SP_1508, SP_0421, SP_2055, SP_0499, SP_1489, SP_0897, SP_2056, and SP_1128) changed accordingly in both works. Many of the proteins are cation-dependent, as already described above. Interestingly, one of the common changes is the NagA.

Perhaps metabolomics data are generally the most difficult ones to integrate with the other “omes”, as it is still a step backwards compared to transcriptomics and proteomics. There are very few studies on metabolomics in bacteria. We have recently published a work of proteomics and metabolomics integration in the pneumococcus to study the effect of an antimicrobial compound (Mitsuwan et al., 2017). Very recently, Leonard and colleagues have described the metabolome inventory of a non-encapsulated *S. pneumoniae* TIGR4 in a chemically-defined medium, and using three techniques: ^1^H-NMR, HPLC-MS and GC-MS (Leonard et al., in press). Although these results are not comparable to ours (different growth medium, different methods and purpose), the cited work reveals the identification of some tens of metabolites, with a predominance of precursors of peptidoglycan synthesis (UDP-MurNAc, UDP-GlcNAc) as in our study. In this present work, we unambiguously detected only a few compounds changing after DFO treatment. Partially, this could be due to the variability in the three DFO-treated metabolome samples, as observed in Fig. S5. In addition, we could not calculate the adenylate energy charge, a well accepted quality control in metabolomic preparations, as we did not unambiguously identify ATP in our samples. These two issues indicate that our metabolomic data should be interpreted with caution. Nevertheless, some of the changes detected were in metabolites related to peptidoglycan metabolism. Very interestingly, the enzyme NagA, taking part in the amino sugar metabolism, was clearly depleted. Actually, according to the UniProtKB database, NagA has divalent cations as cofactors, including Fe^2+^, as it possesses a conserved domain belonging to the metallo-dependent hydrolases superfamily. NagA deacetylates GlcNAc-6P to GlcN-6P. The increase observed in our work in GlcNAc, a precursor of GlcNAc-6P, might be due to the decrease in enzymes like NagA that avoid their by-products conversions. This protein has been recently detected in the pneumococcal secreted fraction as in our work, and has been proposed as a pneumococcal diagnostic marker because of its high immunogenicity (Choi et al., 2013).

In our opinion this work shows a possible unknown effect of iron deprivation on the global physiology of the bacterium, as it seems to be a relationship among iron starvation, the depletion of this enzyme and the alteration of the above discussed metabolites. Further research will be needed to go in depth in this aspect. This may help to identify pathways or biomolecules that can be used as targets for therapies against pneumococcal infection.

## Conclusions

A global multi-omic analysis has been carried out to study the effect of iron limitation in the pneumococcus, similarly to what occurs during in vivo infection within the host. A significant number of genes changed in their expression, many of them involved in ion binding functions. Proteomics revealed changes in enzymes participating in the primary and peptidoglycan metabolism, many of them being cation-dependent. The metabolomic analysis revealed some changes in the levels of intermediates involved in the peptidoglycan biosynthesis. The different “omics” show sets of changing biomolecules that can complement themselves to provide a global insight into the adaptation of pneumococcus to iron starvation.

##  Supplemental Information

10.7717/peerj.4966/supp-1 Supplemental Information 1 Collection of supplementary material The file contains five supplementary figures, one supplementary table and one supplementary dataset. Click here for additional data file.

# Supplementary material for: Multi-omic profiling to assess the effect of iron starvation in Streptococcus pneumoniae TIGR4
**Source:** PeerJ. 2018 Jun 13;6:e4966. doi: 10.7717/peerj.4966
**Supplement:** Supplemental Information 1 — The file contains five supplementary figures, one supplementary table and one supplementary dataset.

## **Multi-omic profiling to assess the effect of iron starvation in *Streptococcus pneumoniae***

### **TIGR4**

Irene Jiménez-Munguía<sup>1</sup>, Mónica Calderón-Santiago<sup>2</sup>, Antonio Rodríguez-Franco<sup>1</sup>, Feliciano Priego-Capote<sup>2</sup>, Manuel J. Rodríguez-Ortega<sup>1</sup> \*.

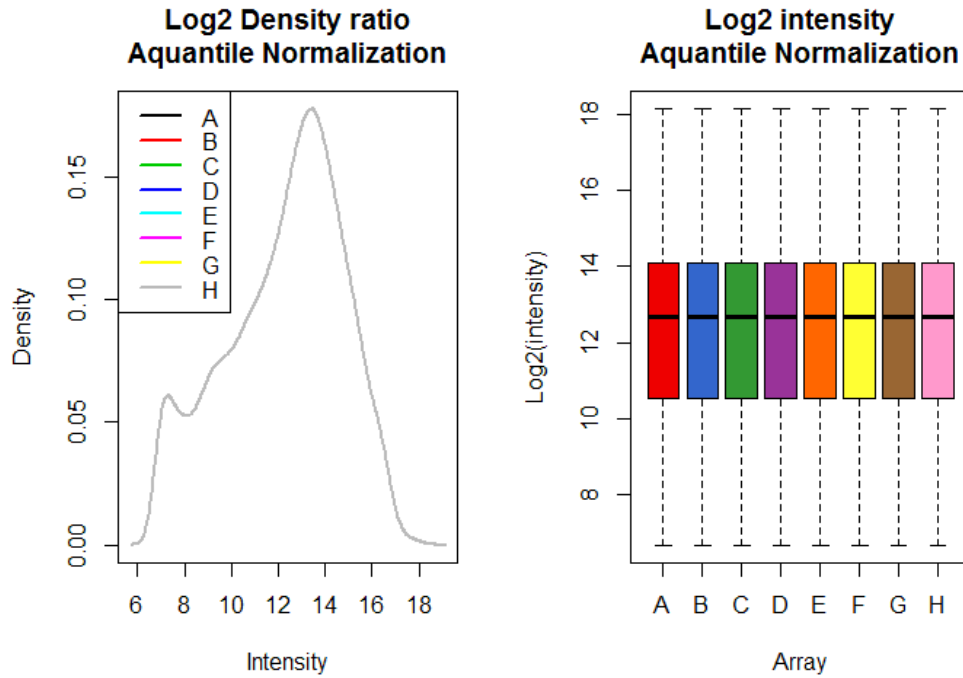

Fig. S1. Normalized data of the DNA microarray. Left panel: Density of intensity signal graph after normalization. Right panel: Intensity graph after normalization. This included two steps: a within and a between normalization with the Limma package as described in Material and Methods.

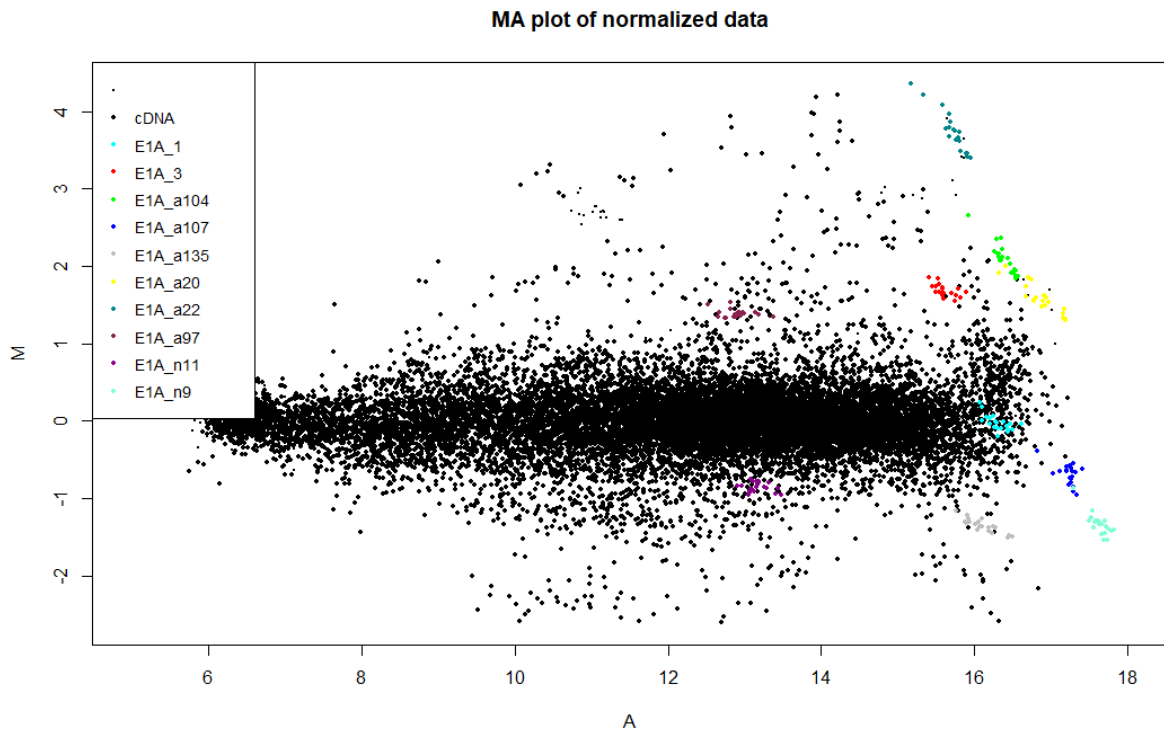

Fig. S2. MA plot of normalized data. Data obtained from microarrays were background subtracted, then normalized according the within-loess and the between-aquantile, and finally was averaged. The black spots correspond to cDNA. The color spots are the Spike-in controls used in the microarray.

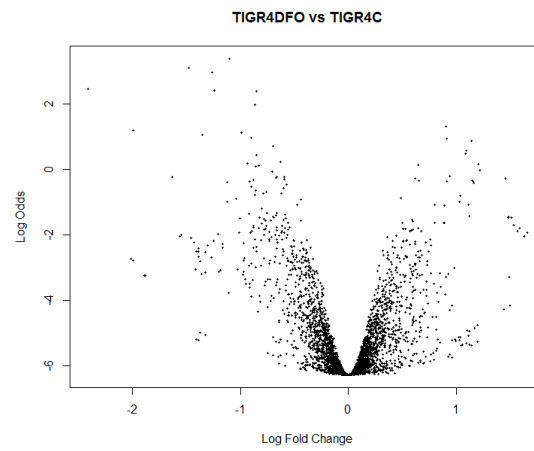

Fig. S3. Volcano plot corresponding to the differentially expressed genes in *Streptococcus pneumoniae* TIGR4 subject to iron starvation after deferoxamine (DFO) treatment.

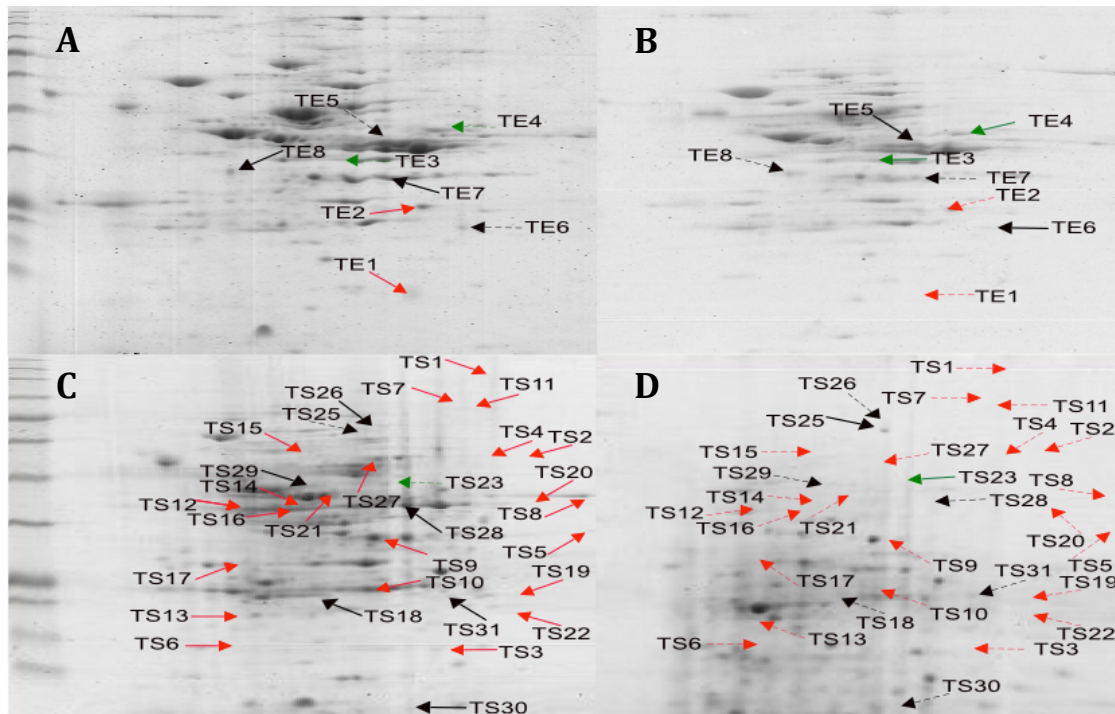

Fig. S4. 2-DE protein profiles of *Streptococcus pneumoniae* TIGR4. A) Control total extract; B) deferoxamine (DFO)-treated total extract; C) control secretome; and D) DFO-treated secretome. Differential proteins are indicated by arrows: Red, spots absent in the DFO-treated samples; Green, spots only present in the DFO-treated samples; and Black, proteins present in both control and treatments, but with increased abundance ( $>2$  fold-change, solid line) or with decreased abundance ( $<0.5$  fold-change, dotted line) in the DFO-treated samples compared to the control.

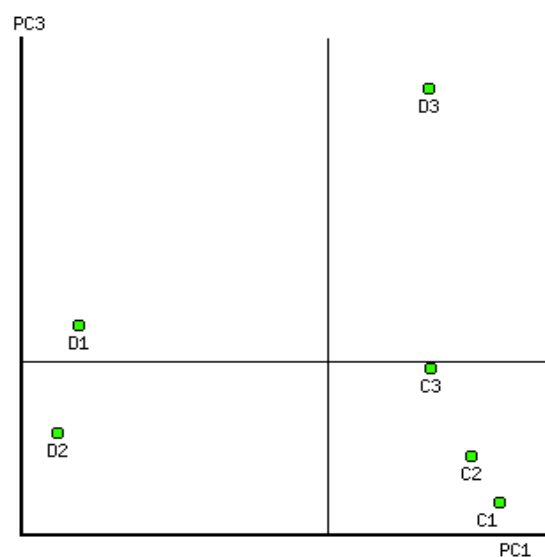

Fig. S5. Principal component analysis plot of differentially abundant metabolites in *Streptococcus pneumoniae* TIGR4. Dots C1-C3 represent the three biological replicates of the control and D1-D3 the three biological replicates of the deferoxamine (DFO) treatment.

Table S1. Microarray validation by RT-qPCR

| Locus   | Log <sub>2</sub> FC |            |
|---------|---------------------|------------|
|         | RT-qPCR             | Microarray |
| SP_0324 | -0.39               | -0.99      |
| SP_1027 | 0.28                | 0.97       |
| SP_0641 | 0.31                | 1.03       |
| SP_0176 | 0.67                | 1.19       |
| SP_2196 | 0.25                | 0.61       |
| SP_1871 | 0.55                | 1.51       |
| SP_0981 | 0.4                 | 0.95       |
| SP_1894 | -0.21               | -0.65      |
| SP_1591 | 0.58                | 0.73       |
| SP_1466 | -0.48               | -1.45      |
| SP_1857 | 0.83                | 1.44       |
| SP_2233 | -1.05               | -2.05      |
| SP_0427 | -0.86               | -1.37      |
| SP_0426 | -0.61               | -1.26      |
| SP_0390 | 0.23                | 0.43       |
| SP_2239 | 1.13                | 1.64       |

Supplementary Dataset: Differentially expressed genes in Streptococcus pneumoniae TIGR4 after deferoramine treatment.

|     |                   |                                                                    |             |       |      |         |
|-----|-------------------|--------------------------------------------------------------------|-------------|-------|------|---------|
| 304 | 15901750 SP_1926  | Uncharacterized protein                                            | Membrane    | -1.04 | 0,02 | 38868   |
| 305 | 15901766 SP_1942  | Putative transcriptional regulator                                 | Secretory   | -0.29 | 0,05 | 38872   |
| 306 | 15901770 SP_1946  | Putative transcriptional regulator PlcR                            | Cytoplasmic | -0.58 | 0,02 | 1446927 |
| 307 | 15901772 SP_1948  | Conserved domain protein                                           | Cytoplasmic | -0.76 | 0,04 | 38873   |
| 308 | 15901773 SP_1949  | Uncharacterized protein                                            | Cytoplasmic | -0.75 | 0,03 | 38873   |
| 309 | 15901774 SP_1950  | Putative bacteriocin formation protein                             | Cytoplasmic | -0.51 | 0,03 | 1446929 |
| 310 | 15901775 SP_1951  | Uncharacterized protein                                            | Cytoplasmic | -0.61 | 0,04 | 38874   |
| 311 | 15901776 SP_1952  | Uncharacterized protein                                            | Membrane    | -0.71 | 0,03 | 38874   |
| 312 | 15901777 SP_1953  | Toxin secretion ABC transporter, ATP-binding/permease protein      | Membrane    | -0.70 | 0,01 | 38874   |
| 313 | 118090034 SP_1954 | Serine protease, subtilase family                                  | Secretory   | -0.54 | 0,02 | 38874   |
| 314 | 15901782 SP_1959  | Nucleoside diphosphate kinase                                      | Cytoplasmic | -0.46 | 0,02 | 1446931 |
| 315 | 15901785 SP_1962  | Uncharacterized protein                                            | Cytoplasmic | -1.42 | 0    | 1446932 |
| 316 | 15901834 SP_2011  | Pseudouridine synthase                                             | Cytoplasmic | -0.43 | 0,03 | 1446952 |
| 317 | 15901849 SP_2028  | Phosphotyrosine protein phosphatase                                | Membrane    | -0.48 | 0,03 | 38887   |
| 318 | 15901862 SP_2041  | Membrane protein insertase YidC 2                                  | Membrane    | -0.39 | 0,05 | 38890   |
| 319 | 15901874 SP_2054  | Uncharacterized protein                                            | Cytoplasmic | -0.67 | 0,02 | 1446967 |
| 320 | 15901880 SP_2060  | Pyrolidone-carboxylate peptidase 2                                 | Cytoplasmic | -0.37 | 0,04 | 1446973 |
| 321 | 118090038 SP_2063 | LysM domain protein                                                | Membrane    | -0.77 | 0,04 | 1446338 |
| 322 | 15901886 SP_2067  | Uncharacterized protein                                            | Cytoplasmic | -0.59 | 0,01 | 1446975 |
| 323 | 15901894 SP_2077  | Arginine repressor                                                 | Cytoplasmic | -0.60 | 0,01 | 1446978 |
| 324 | 15901900 SP_2084  | Phosphate-binding protein PstS 2                                   | Lipoprotein | -1.06 | 0,01 | 1446982 |
| 325 | 15901901 SP_2085  | Phosphate ABC transporter, permease protein                        | Membrane    | -0.78 | 0,02 | 38898   |
| 326 | 15901902 SP_2086  | Phosphate ABC transporter, permease protein                        | Membrane    | -0.74 | 0,02 | 38898   |
| 327 | 15901903 SP_2087  | Phosphate import ATP-binding protein PstB 3                        | Cytoplasmic | -0.87 | 0,01 | 38898   |
| 328 | 15901904 SP_2088  | Phosphate-specific transport system accessory protein PhoU homolog | Cytoplasmic | -0.93 | 0,01 | 38898   |
| 329 | 15901930 SP_2115  | Uncharacterized protein                                            | Membrane    | -0.51 | 0,02 | 38906   |
| 330 | 15901932 SP_2117  | Uncharacterized protein                                            | Membrane    | -0.48 | 0,02 | 38906   |
| 331 | 15901933 SP_2118  | Uncharacterized protein                                            | Membrane    | -0.45 | 0,03 | 38907   |
| 332 | 15901934 SP_2119  | Putative transcriptional regulator                                 | Cytoplasmic | -0.60 | 0,02 | 38907   |
| 333 | 15901947 SP_2133  | Conserved domain protein                                           | Cytoplasmic | -0.58 | 0,01 | 38909   |
| 334 | 15902021 SP_2217  | Putative rod shape-determining protein MreD                        | Membrane    | -0.31 | 0,05 | 38926   |
| 335 | 15902036 SP_2233  | Uncharacterized protein                                            | Cytoplasmic | -1.84 | 0    | 1447021 |
| 336 | 15902038 SP_2235  | Response regulator ComE                                            | Cytoplasmic | -0.98 | 0    | 38929   |
| 337 | 15902039 SP_2236  | Putative sensor histidine kinase ComD                              | Membrane    | -0.64 | 0,01 | 38929   |
| 338 | 15902041 SP_2238  | Ribosomal RNA large subunit methyltransferase H                    | Cytoplasmic | -0.42 | 0,01 | 1447023 |

Log2 fold changes (FC) are the ratio between deferroxamine treatment and control. Positive values indicate up-regulation, and negative values indicate down-regulation

How the deposited data were processed for this re-analysis (not part of the article)

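RNA of S. pneumoniae TIGR4 grown with and without 100 µM DFO, with 4 biological replicates per condition, was hybridized to custom 2-colour Agilent arrays. The sample labels list 8 arrays, 4 titled control and 4 titled treated, and place control RNA in Cy5 and DFO RNA in Cy3 on each. The paper's methods describe 8 arrays with swapped mixtures. Scanner output of 7 arrays was used, and that of the array labelled control 3 was not analysed here. Growth, protein and metabolite measurements of the paper were not analysed here.

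The authors deposited, for each spot, the median intensity and the median local background intensity in both dyes, as Feature Extraction measured them on the scanned slide. The deposited files also hold processed intensities, corrected and dye-normalized by Feature Extraction, and their log10 ratio of Cy5 over Cy3, which is used here as an alternative after conversion to log2. The authors also deposited a table of processed values per array, whose scale is not stated and which is treated here as a score. It was set against the scanner values and not used in any test, because it holds values for only 48.3% to 50.4% of the lines of an array. All of its per-sample columns were read. All 7 arrays lie on 1 slide, so slide and scan could not be fitted as a block. The scanner files hold the median and not the mean signal of a spot, so the median was used in place of the mean that had been chosen.

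Each array has 15744 spots, of which 15208 are not control spots. These carry 11697 probes for 2089 TIGR4 sequences and 1810 sequences of the AE007317 entry. Between 0.27% and 6.17% of the spots of an array were marked as outliers by Feature Extraction and were left out, and 0% were saturated in either dye. Background was corrected with limma's normexp method (offset 50), control spots were then removed, and log2 ratios were normalized by intensity-dependent loess within arrays and Aquantile between arrays. The spatial loess that the paper's methods also name was an alternative. Spots of a probe were averaged, then the probes of a sequence. Only TIGR4 sequences were tested. Probes well above background on every array remained for 1854 of the 2089 sequences.

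The files name a sequence by its protein accession, and the Supplementary Dataset names a locus by its tag and GI number. Of the 337 tagged loci of the Dataset, 333 have GI numbers in the run that most share, and 4 (SP_1649, SP_1651, SP_1954 and SP_2063) do not and were not analysed here. The 2 numberings were joined by a constant shift. Of 403 shifts tried, 1 placed all 333 GI numbers on printed accessions, and the next placed 331. At that shift the correlation with the published values was larger in size than at any other on 5 of the 7 arrays. Genes of the study that the Dataset does not list were reached by counting between listed neighbours.

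Tests over arrays need each array's direction. The choice of tests, of alternatives and of genes, and 2 readings of the dyes (the labels as written, or the arrays titled treated reversed), were made before the data were examined. The correlations between arrays bore out neither reading, so per-array log2 ratios are given as Cy5 over Cy3, and tests over arrays are given under both readings. Differential expression was tested with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment at an adjusted p under 0.05, with all 7 arrays and 1 coefficient, and also, chosen after seeing the data, for all 64 ways of turning the arrays. The mean over the genes of a named operon was tested by an exact sign-flip test over the arrays. The spread within the operons of Table 1 was tested by 100000 permutations of the log2 ratios among listed genes of the same stated direction, and correlations with RT-q-PCR values by 100000 permutations of the genes. The arrays share at most 4 RNA extracts per condition, so they are not fully independent replicates.

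The genes named are those the study names in its text, in Table 1 (summarised per operon) and in Table S1. Loci with the largest changes or the lowest adjusted p among called loci were to be named too, and there are none because 0 were called. The transcripts of the proteins in Table 2 and Table 3 and the shares of functional terms were not analysed here, because they need a direction or an annotation.

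Alternatives changed the background correction, the normalization within arrays, the filter on dim probes, the treatment of outlier spots, the summary over probes, the test, the weights of the arrays and the arrays included. Calculations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data. With 200 of 2089 sequences changed by a log2 change of 1 on 7 simulated arrays with an SD of 0.2 or 0.5, limma recovered 100%. Each change ran in the same direction on all simulated arrays, so arrays that run in opposite directions are not covered. The permutation test on operons gave p under 0.05 in 5% of 200 simulated sets with no operon effect.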

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

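The test on the sign of the channels was chosen only after its values were seen, and the test on probes printed for 1 genome was written down before its result was known. The paper describes the array as holding the TIGR4 genome and reports its transcriptome results for TIGR4. Its metabolite results speak of both pneumococcal strains, without saying that RNA of a second strain was hybridized. The arrays also carry 3004 probes printed for AE007317 sequences alone, which the paper does not report on. At least 88.96% of these probes were well above background in every one of the 14 channels (7 arrays in 2 dyes), and up to 99.4% in some. Among the negative control spots the share was at most 2.60%. Of the 3844 probes printed for TIGR4 alone, between 82.5% and 96.9% were well above background.

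Binding of TIGR4 RNA to such probes through similar sequences was not measured, so signal by itself does not tell strains apart. Within a channel, both sets of sequences share brightness, background and scanner settings. In 7 of the 14 channels TIGR4 sequences were more often not well above background than AE007317 sequences, with differences of 5.22 to 8.11 percentage points, and in the other 7 less often, with differences of -3.54 to -1.26 points. With TIGR4 RNA in every channel all 14 are expected to have the same sign, so these values argue against it. RNA of another strain in some channels, that is a mislabelled sample, is therefore a candidate explanation. Probes printed for 1 genome alone had the same signs, with a smallest difference of 2.41 points in size. Probes printed for both genomes are in both sets and were dim in only 0.158% to 2.42% of cases, so these signs follow from those of the sequences and add nothing to the comparison. Different brightness of the channels stays open for the sizes of these differences, and no biological explanation was tested, because the labels give TIGR4 as the strain of every array. The series design describes a loop of hybridizations in control and DFO conditions and names no second strain.

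Within the 4 arrays titled treated, 21 measures were examined for an array far from the others (the gap to the nearest array divided by the range), and 0 passed Dixon's critical value. Chance passes it in about 1 of 20 groups. The 3 arrays titled control are too few for this test.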

How the results depend on the processing

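All alternatives here were fixed in advance except the test of AE007317 sequences together with those of TIGR4 and the 64 ways of turning the arrays, which were chosen after seeing the data. The number of differentially expressed loci by limma, 0 with the dyes taken from the labels, stayed at 0 in 31 of 36 alternatives, of which 3 turn arrays against the labels and the others take the dyes from them. Among the 31 are every omission of an array or of a replicate number, Feature Extraction's log ratio, both filters on dim probes and the AE007317 sequences tested too. No alternative left out control 1, control 2, control 4, treated 3 and treated 4 together, the arrays with channels that may hold RNA of another strain. The stability at 0 therefore does not bear on that explanation. With the dyes taken from the labels the number was 46 with median centring, 1 with the test per probe, 7 with array weights and 95 with the methods' t-test unadjusted. With adjustment that test called 0. The causes were not tested. With the arrays titled treated reversed, 17 loci had an unadjusted p under 0.05 in the methods' t-test, and every adjusted count was 0.

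With the replicate number as a block (duplicateCorrelation), limma called 10 loci, at a correlation within blocks of -0.616. The pairs of arrays with the same number correlated at r of 0.0386 (replicate 1), 0.0442 (replicate 2) and -0.900 (replicate 4). These do not show that the numbers pair the samples, with the dyes as labelled or with the arrays titled treated reversed, although the value of replicate 4 leaves open that its arrays share RNA with the dyes swapped. With the mean of the arrays of a number, limma called 0. Of the 10 loci, 0 are listed in the Supplementary Dataset.

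Under the block, r between the averaged microarray values and RT-q-PCR was -0.539 (permutation p = 0.0314), and with the mean of the arrays of a number it was 0.433 (permutation p = 0.0924), of the opposite sign.

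The correlation between microarray and RT-q-PCR (0.0308 when averaged as labelled, permutation p = 0.910) changed sign in 15 of 31 alternatives, and kept its sign but passed the threshold in 7. It was -0.000854 with normexp offset 0, -0.00737 without background correction, -0.0342 with Feature Extraction's log ratio, -0.0459 with only probes above background on every array and -0.259 with array weights. It was -0.146 without the 2 genes farthest in RT-q-PCR. With only the arrays titled control it was -0.611, with only those titled treated 0.640, with those titled treated reversed -0.662, and with a dye term beside that -0.659. Leaving out arrays or replicate numbers gave values from -0.808 (without the array labelled treated 2) to 0.702 (without replicate 4), on both sides of 0. Without control 1 it was -0.266, without control 4 0.570, without treated 1 0.646, without treated 3, which is also the only array of replicate 3, -0.708, without replicate 1 0.603 and without replicate 2 -0.682. With the values of Table S1 it was 0.966 and with those of the Supplementary Dataset 0.948, both of which are the paper's. As arrays follow the RT-q-PCR values in opposite senses, the average rests on which arrays enter it. Per array the correlation kept its sign in all 10 alternatives on each of the 7 arrays. It passed the threshold on control 2 only with Feature Extraction's log ratio (0.502).

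The number of operons of Table 1 with every matched gene called stayed at 0 in 35 of 36 alternatives and was 25 when only the sign was counted. The share of listed loci with the published sign, averaged as labelled, was 53.8% and lay between 29.7% and 74.5% over 28 alternatives. The median size of a named operon's log2 ratio moved by more than the SD of its size between arrays in 3 of 276 alternatives. The ATP synthase genes were at 0.58 with median centring. The fluoride transporter genes were between 0.29 (without replicate 4) and 1.33 (without replicate 1 or replicate 2) when 1 array or the arrays of 1 replicate number were left out, and at 0.18 with only the arrays titled control and 1.14 with only those titled treated. Sizes that stayed within that SD could also move widely with the arrays included. SP_0042 and SP_0043, at 0.45 in the main setting, were between 0.11 and 0.98 over the alternatives. The phosphate transporter genes, at 1.26, were between 0.34 and 1.86. The riboflavin operon, at 0.82, stayed between 0.81 and 0.86. The spread within operons, a median over arrays of 0.13, was 0.12 to 0.19 in 24 alternatives.

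Not run were the deposited table of processed values (nearly all lines with a clearly negative scanner ratio are empty), slide or scan as a block (1 slide) and the share of published signs among called loci alone (0 called). The choice of the mean signal could not be made, because the files hold medians. Signal over background limits the other TIGR4 sequences beside the 1854 of 2089 that have a probe well above background in both dyes on every array.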

Differences from the paper's values

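The paper reports 338 differentially expressed genes, and the count here was 0 (limma, dyes as labelled, 83 at an unadjusted p under 0.05, and 95 by the methods' t-test unadjusted). In 7 of the 14 channels of these arrays TIGR4 sequences were more often not well above background than AE007317 sequences, by 5.22 percentage points or more. Where such a channel holds RNA of another strain, the pooled fit does not measure DFO against control within TIGR4, so the count is of these arrays as labelled. None of the alternatives set before the data were examined came within 1.5 times the paper's count. The highest were 95 with the methods' t-test unadjusted and 46 with median centring. Of the 46 loci called with median centring, 4 are listed in the Supplementary Dataset (SP_0221, SP_0222, SP_1509 and SP_2012), 2 of them with the published sign. Of the 95, SP_1433 is listed, with the opposite sign. The test per probe, the replicate block and array weights called 0 listed loci.

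The paper reports 29 up-regulated and 44 down-regulated operons, and here 0 and 0 operons had all matched genes called by limma. No alternative with a threshold gave another number. Table 1 itself lists 29 and 43 when repeated lines are counted once. Counting signs alone with the dyes as labelled, 25 operons had the listed direction in all matched genes.

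The paper reports an r squared of 0.93 between microarray and RT-q-PCR, and the value here was 0.00095, averaged over arrays as labelled. Among the alternatives set before the data were examined, those that use the paper's own microarray values reach it, with 0.932 when those of Table S1 are used and 0.899 when those of the Supplementary Dataset are. All alternatives that use the scanner files differ from it. None of them took treated 1 and treated 2 alone with 1 of them turned, so for that pair the paper's value is not excluded. Only these arrays had no channel with TIGR4 sequences more often not well above background than AE007317 sequences. Singly, their r squared with RT-q-PCR was 0.722 on treated 1 and 0.812 on treated 2, with r of opposite sign.

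The paper states that all genes of Table S1 had the same trend in both methods. Read as DFO over control with the dyes taken from the labels, the sign was that of RT-q-PCR for all 16 genes on the array labelled treated 2, for 1 on treated 1, and for 9, 6, 6, 14 and 5 on control 1, control 2, control 4, treated 3 and treated 4. Averaged over the arrays as labelled, it was that of RT-q-PCR for 9 of 16. The paper states that biological replicates gave reproducible results. Whichever way the arrays are turned, r across TIGR4 sequences was under 0.5 in size in 18 of 21 pairs of arrays. Except for treated 1 with treated 2, every pair includes an array with a channel that may hold RNA of another strain. This r is also over all TIGR4 sequences and not over the listed loci alone. It therefore does not measure how well replicates of DFO against control repeat. The paper states that genes of an operon changed in the same trend. This held for between 54 and 72 of the 72 matched operons on a single array. The paper describes the iron-compound, manganese, ATP synthase and riboflavin operons as up-regulated and the branched-chain amino acid, fatty acid, competence, fluoride and phosphate operons as down-regulated. Here 0 of the 12 operons and genes tested, which include SP_1032 to SP_1035, had a p under 0.05 in the exact sign-flip test over the arrays, with a lowest p of 0.313 with the dyes as labelled and 0.172 with the arrays titled treated reversed. Arrays that run in opposite directions cancel in this test, so it does not show that the operons did not change.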

Other observations

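Chosen only after the result was seen were the tests of dye bias and noise on the wide arrays, of the sign of the channels, of swapped dyes on treated 1 and treated 2 and on control 1 and control 2, of the table of processed values, of the shift between numberings and of other splits of the arrays. The tests on spike-in transcripts, on probes of both genomes and on printing distance were written down before their result was known.

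On the arrays labelled control 4, treated 3 and treated 4 the SD of the log2 ratio was 1.76 to 1.80, against 0.35 to 0.52 on the other 4. A dye bias has the same sign on each array, but r between treated 3 and treated 4 was -0.913. Noise of dim spots would leave the arrays unrelated, but the smallest r among the 3 was 0.90 in size. Exchanged columns in a scanner file would turn the spike-in transcripts as well, but their lowest r among these arrays was 0.967. A larger effect of DFO within TIGR4 RNA would move TIGR4 and AE007317 sequences alike, but their medians lay at least 0.34 apart on each of the 3 arrays, against at most 0.04 on the others. Probes printed for 1 genome had ratios at least 1.37 times as wide as probes printed for both on these arrays, and at most 1.07 times on the others. RNA of different strains in the 2 channels of these arrays is a candidate explanation, that is a mislabelled sample in 1 channel. It stays a hypothesis, since the pattern was found on the same data. Under it the ratios of these arrays would hold the difference between strains beside that of DFO.

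The channels that pointed to AE007317 (TIGR4 sequences more often dim) were both channels of control 1 and control 2, Cy3 of control 4 and treated 3, and Cy5 of treated 4. Those 7 channels make up 2 arrays with both channels of this kind, 3 arrays with 1 channel and 2 arrays (treated 1 and treated 2) with 0. A candidate explanation is RNA of another strain (a mislabelled sample) in these 7 channels. The DFO arrangement within each was not tested.

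The arrays labelled treated 1 and treated 2 followed the published log2 fold changes with r of 0.771 and -0.957, and each other with r of -0.323. The published values are the study's averages on the same samples, for loci it chose on them. Opposite r with them may be partly built in by how the study turned its arrays. The r of -0.323 over all TIGR4 sequences does not use these values. Neither does r with RT-q-PCR, 0.850 on treated 1 and -0.901 on treated 2, although its 16 genes were chosen from the listed ones. Dyes swapped on 1 of the 2 arrays, against the labels, is a candidate explanation. Exchanged columns in a scanner file are argued against by the spike-in transcripts, whose r between both arrays was 0.995. Between control 1 and control 2, r was 0.139, where a dye swap of the same pair of samples would give a negative r.

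With the arrays titled treated reversed, limma called 0 loci, with 18 at an unadjusted p under 0.05 and 17 by the methods' t-test unadjusted. The count of other splits of the arrays into 3 and 4 (35 of 35 with as many calls) decides nothing, since no split can give fewer than 0.

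Log2 ratios of sequences next to each other in the accession numbering correlated with r of 0.408 to 0.663 on single arrays. If neighbours had been printed close together, position on the slide could have caused this. The median distance between the first spots of neighbours on the slide was 46.6 spots, against 49.1 for random pairs, and after removal of a smooth surface over the slide the lowest r was 0.409. This argues against printing position, and shared transcripts of neighbouring genes stay open as an untested explanation.

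In the deposited table of processed values, at least 99.47% of the lines of an array whose scanner log2 ratio is under -0.5 are empty, against at most 0.389% of those over 0.5, and the filled values follow the scanner ratio with a rank correlation of 0.907 to 0.976. This is consistent with a log2 having been taken of a log ratio, which has no value for a negative number. The column of the array labelled control 3, whose scanner output was not analysed here, is filled for 94.6% of the spots with a log2 ratio over 1 on treated 4 and for 2.74% of those under -1.

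Of 403 shifts between GI numbers and accession numbers, 1 placed all 333 loci, as 2 numberings that run in parallel would give. No other explanation was tested.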
